# Analysis of the Transcriptome Response to Low Nitrogen in *Populus ussuriensis*

**DOI:** 10.3390/biology14101448

**Published:** 2025-10-20

**Authors:** He Feng, Yue Chang, Runze Liu, Wenlong Li, Zhiwei Liu, Ming Wei, Zhibin Luo, Chenghao Li

**Keywords:** low nitrogen stress, *Populus ussuriensis*, root, real-time sequencing, regulatory network

## Abstract

**Simple Summary:**

Nitrogen is a vital nutrient that forest trees absorb from the soil through their roots. A lack of nitrogen greatly reduces the growth of forest trees. In this study, we aim to understand how wild-type *Populus ussuriensis* plantlets grown in vitro respond to low-nitrogen conditions at the molecular level. We grew *Populus ussuriensis* under both normal and low-nitrogen conditions and observed how they developed over time. Our results showed that when nitrogen was limited, *Populus ussuriensis* grew more roots but produced less shoot tissue. Bioinformatics analyses of root gene activity revealed over 8000 genes that exhibited altered expression patterns under nitrogen stress. These genes primarily regulate nitrogen uptake and utilization, antioxidant defense, root development, and internal hormone regulation. Among them, 443 transcription factors (mainly of the MYB and AP2/ERF types) were identified among all differentially expressed genes. Additionally, we constructed a regulatory network comprising 60 nitrogen-metabolism-related genes that collectively coordinate the nitrogen stress response in *Populus ussuriensis*. This study establishes a systematic foundation for investigating molecular adaptation mechanisms in *Populus ussuriensis* roots under nitrogen stress.

**Abstract:**

(1) Background: Nitrogen is a key element that is essential for plant growth, and it is absorbed by roots from the soil. Nitrogen stress severely limits forest tree productivity; therefore, elucidating the molecular mechanisms underlying nitrogen stress tolerance in forest trees is critical for sustainable forestry. (2) Methods: Phenotypic analyses of wild-type (WT) *Populus ussuriensis* (*P. ussuriensis*) plantlets grown in vitro were carried out at different time points under both normal and low-nitrogen conditions. Transcriptome analyses of roots were performed at 0, 12, 24, 48, 96, and 336 h under low-nitrogen stress via RNA-seq. A gene regulatory network (GRN) for nitrogen-metabolism-associated DEGs was constructed using a three-gene module framework and a bottom-up Gaussian Graphical Model algorithm. (3) Results: WT *P. ussuriensis* plantlets grown in vitro exhibited a synergistic response characterized by increased root biomass and suppressed shoot growth. Transcriptome analyses identified 8289 DEGs enriched in nitrogen metabolism, ROS scavenging, root development, and phytohormone signaling. A total of 443 differentially expressed transcription factors (TFs) (mainly MYB, AP2/ERF, and bHLH) were detected. A nitrogen-metabolism-associated GRN comprising 60 nodes was established. (4) Conclusions: Transcriptomic data and nitrogen metabolism pathway predictions from this study establish a systematic foundation for investigating molecular adaptation mechanisms in *P. ussuriensis* roots under nitrogen stress.

## 1. Introduction

Nitrogen (N) is an essential macronutrient for plant growth and development, accounting for approximately 1.5–2% of plant dry weight [1]. It is a fundamental constituent of structural and functional macromolecules, including proteins, nucleic acids, and enzymes [2], and plays a crucial role in maintaining normal metabolic processes related to energy and matter in plants. Plants primarily absorb and utilize inorganic N [3], with ammonium (NH_4_^+^) and nitrate (NO_3_^−^) as the main forms [4]. The ratio between NH_4_^+^ and NO_3_^−^ concentrations significantly influences plant growth and development, in addition to the uptake of other nutrients [5]. Notably, NO_3_^−^ acts as a signaling molecule, regulating the expression of nitrate transporter (NRT) genes through feedback mechanisms [6,7]. Insufficient N availability impairs N absorption and metabolism, hindering the synthesis of N-containing compounds such as proteins, amino acids, and nucleic acids [8] and ultimately affecting plant morphology, physiology, and yield.

Soil N levels are generally low due to natural and anthropogenic factors, including vegetation, climate, topography, soil texture, and microbial activity [9]. To cope with N limitation, plants enhance both internal nitrogen use efficiency (NUE) and external N acquisition capacity by remodeling the root system’s architecture [10]. Common morphological adaptations include primary root elongation, increased lateral root branching, and enhanced root hair development, collectively increasing the root’s absorptive surface area [11]. The MADS-box transcription factor *ANR1* promotes lateral root elongation and serves as a key regulator of local nitrate sensing [12]. These changes exhibit differential responses to N availability: Mild deficiency promotes root elongation, while severe deficiency inhibits primary root growth and suppresses lateral root formation [13,14]. In addition, *OsNAR2.1* mediates the nitrate signaling pathway, thereby regulating lateral root development [15]. Similarly, under N stress, the overexpression of *GmGLP20.4* enhances soybean root biomass by improving root architecture; transgenic tobacco studies further confirm that overexpression promotes plant growth and optimizes root architecture [16]. Root plasticity is crucial for plant nutrient uptake and adaptation to changing environmental conditions [17].

NO_3_^−^, the dominant form of N available to plants, is taken up via NO_3_^−^ transporters, primarily those from the *NRT1/NPF* and *NRT2* families. The overexpression of phytoglobin in *Oryza sativa* (*O. sativa*) enhances the expression of *OsNRT2.1*, *OsNRT2.3*, and *OsNRT2.4*, which promotes growth and nitrate uptake under N-deficient conditions [18]. Likewise, transgenic maize lines overexpressing *ZmNRT2.1* or *ZmNRT2.5* exhibit enhanced root nitrate uptake and growth under LN conditions [19]. In addition to NO_3_^−^, NH_4_^+^ constitutes another essential inorganic N source that is directly absorbed by plants. The overexpression of ammonium transporter *AMT1;1* in *Arabidopsis thaliana* (*A. thaliana*) and *O*. *sativa* increases ammonium uptake and improves NUE under limited N supply [20,21]. Following uptake, N is rapidly assimilated into organic compounds through a core metabolic network involving nitrate reductase (NR), nitrite reductase (NiR), glutamine synthetase (GS), and glutamate synthase (GOGAT), which convert inorganic N into amino acids. The overexpression of genes encoding these enzymes, such as *GS1;1* or *NADH-GOGAT*, enhances N assimilation and growth in multiple species, including *O. sativa* and *Panax notoginseng* [22,23]. These results indicate that plants may enhance the activities of key enzymes involved in N uptake and assimilation, thereby optimizing N source acquisition and its utilization efficiency and ultimately improving plant adaptability to N-limited environments.

Nitrogen limitation also induces oxidative stress, resulting in the accumulation of reactive oxygen species (ROS) such as hydrogen peroxide (H_2_O_2_) and superoxide anions (O_2_^−^), which impair plant growth and may lead to death [24]. Under LN conditions, wheat activates its antioxidant defense system and enhances ROS scavenging capacities by significantly upregulating peroxidase (POD) gene expression in roots [25]. Although these adaptive responses are well characterized in model herbaceous species, the underlying regulatory mechanisms in woody perennials, such as *Populus ussuriensis* (*P. ussuriensis*), remain largely unknown.

Phytohormone signaling pathways mediate the coordination of root development and NUE in plants under LN conditions, thereby enhancing their adaptability to N-deficient conditions [26]. In *A. thaliana*, LN stress upregulates the expression of the auxin biosynthetic gene *TAR2*, promoting auxin accumulation and stimulating lateral root formation. This process remodels the root architecture to improve N acquisition efficiency [27]. Additionally, LN conditions activate abscisic acid signaling mediated by the LATD/NRT1 transporter, suppressing lateral root initiation while promoting primary root elongation. This dual response enables the root system to effectively adapt to the spatially heterogeneous N availability in the soil [28]. Furthermore, LN stress triggers the ethylene signaling pathway, which negatively regulates nitrate reductase NR activity through the CTR1-EIN2 cascade. This inhibition of nitrate assimilation fine-tunes the plant’s adaptive response to N limitation [29]. Collectively, these findings demonstrate that phytohormone-mediated root plasticity is crucial for efficient N acquisition and environmental adaptation.

Transcription factors (TFs) play critical regulatory roles in plant responses to N deficiency, particularly during N availability adaptation. Distinct classes of TFs perform specialized functions, collectively forming a sophisticated transcriptional regulatory architecture. During N acquisition, *AtTGA1* and *AtTGA4* enhance uptake efficiency by promoting lateral root development in *A. thaliana*. While the roles of *AtTGA1* and *AtTGA4* in enhancing nitrogen uptake are well-established in *A. thaliana*, it remains unclear whether their functional homologs in woody perennial species such as *P. ussuriensis* employ a conserved or divergent regulatory strategy under nitrogen limitations. In contrast, *MdbHLH130* achieves this process in apple rootstocks by modulating relevant metabolic fluxes [30,31]. Following absorption, *MdDREB2A* facilitates N assimilation through the activation of key genes, establishing the material basis for plant growth [32]. Beyond assimilation, *AtWRKY1* integrates light signaling and N signaling pathways to optimize carbon–nitrogen resource allocation [33]. Furthermore, under LN conditions, the LBD TFs in *A. thaliana* enhance plant adaptability by regulating nitrate signaling transduction and stress responses [34]. These TF families function synergistically, collectively ensuring plant efficiency in N utilization and environmental adaptation.

In this study, we integrated transcriptomic data with a focus on N metabolism pathway genes and constructed a gene regulatory network (GRN) based on a tri-gene module framework. This GRN also includes the members of the aforementioned bZIP, AP2/ERF, and WRKY TF families. These genes all play a role in the N metabolism pathway by regulating the functional genes related to N absorption, transport, and assimilation, thereby revealing the spatiotemporal regulatory mechanisms underlying plant adaptation to LN conditions.

## 2. Materials and Methods

### 2.1. Plant Material and Treatments

Clonally propagated *P. ussuriensis* plantlets were maintained in vitro on Woody Plant Medium (WPM) [35] supplemented with 25 g/L sucrose and 6 g/L agar. The pH was 5.8–6.0, and the medium was autoclaved at 121 °C for 15 min. Cultures were incubated under a 16 h light/8 h dark photoperiod at 23 °C, with a light intensity of 46 μmol photons m^−2^ s^−1^ provided by cool white fluorescent lights. The upper three internodes were excised from 4-week-old plantlets and transferred via micro-cutting to normal nitrogen (NN) WPM, which contained 10 mM NO_3_^−^ and 5 mM NH_4_^+^. After three weeks of rooting, the rooted plantlets were subjected to LN conditions by transferring them to modified WPM containing 0.05 mM NO_3_^−^ and 0.025 mM NH_4_^+^ [36]. Root samples were collected at 0, 12, 24, 48, 96, and 336 h after LN. All samples were rapidly frozen in liquid N and subsequently stored at −80 °C for RNA-seq.

### 2.2. Morphology and Growth Trait Measurement of Wild-Type P. ussuriensis Under Normal Nitrogen and Low-Nitrogen Stress

The WT *P. ussuriensis* in vitro plantlets treated under NN and LN conditions were sampled at 0, 12, 24, 48, 96, and 336 h. Each treatment included 15 biologically independent replicates. At each time point, representative photographs were taken, and morphological traits were documented, including shoot fresh weight, root fresh weight, and plant height. The quantitative data derived from these measurements were used to generate column graphs, which were plotted using GraphPad Prism 8.0 (GraphPad Software, San Diego, CA, USA). To statistically evaluate the morphological effects of LN stress on plant development over time, the data obtained at each time point were subjected to Student’s *t*-test using SPSS for Windows, Version 16.0 (SPSS Inc., Released 2007. Chicago, IL, USA). This statistical method was selected because it is ideally suited for comparing the means between two independent groups (NN vs. LN at each respective time point), allowing for a direct assessment of the treatment effect under the assumption that the data meet the test’s prerequisites. These measurements were used to assess the morphological effects of LN on plant development over time.

### 2.3. RNA-Seq Experiment, Library Construction, and Sequencing

The CTAB (cetyltrimethyl ammonium bromide) method was used to extract total RNA from samples. This protocol, based on a previously described CTAB-based approach for plant total RNA isolation, enables highly efficient extraction of high-quality RNA from tissues rich in polysaccharides and polyphenols of grapevine and various other woody plant species [37]. Library construction and sequencing were performed by Annoroad Gene Technology Corp (Beijing, China). RNA concentration and purity were measured using a Nano Photometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA). RNA integrity was assessed using RNA Nano 6000 Assay Kit (Agilent Technologies, Santa Clara, CA, USA) with the Agilent Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, CA, USA). A total amount of 1 µg total RNA per sample was used as input material for RNA library preparations.

Sequencing libraries were generated using the NEB Next^®^Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations. Index codes were added to attribute sequences for each sample. The libraries were sequenced on an Illumina platform (Illumina HiSeq 2500) (Illumina, Inc., San Diego, CA, USA), generating paired-end reads. Raw reads were processed by removing reads containing adapters, reads containing poly-N, and low-quality reads to obtain clean reads. Quality metrics, including Q20, Q30, GC content, and sequence duplication levels, were assessed for the clean data. All downstream analyses were based on high-quality clean data. The clean reads were mapped to the genome of the *P. trichocarpa* reference genome for subsequent analyses.

### 2.4. Sequence Alignment to the Reference Genome and Expression Estimation

Since both *P. ussuriensis* and *P. trichocarpa* belong to the section *Tacamahaca*, their sequence similarity is high. Tacamahaca, a section of the genus Populus that includes species such as *P. trichocarpa* and *P. ussuriensis*, shares a recent “salicoid duplication” event with willows (*Salix*), which underlies their high degree of genetic and evolutionary similarity and establishes them as ideal models for studying genome evolution in woody plants [38]. Notably, the genome of *P. trichocarpa* exhibits extremely high allele consistency (99.74%), as reported in the same study. Based on this finding, we infer that the genomic similarity between the closely related species *P. ussuriensis* and *P. trichocarpais* is likely to approach or even exceed this value, further supporting their use in comparative genomic analyses within this evolutionarily significant group. The reference genome and annotation files were downloaded from NCBI (https://www.ncbi.nlm.nih.gov/datasets/genome/, accessed on 16 March 2025). Bowtie2 and TopHat2 were used to align the sequenced clean data to the reference genome. FPKM (fragments per kilobase of exon model per million mapped fragments) is a measure of gene expression, representing the number of fragments per kilobase of gene length per million mapped fragments. This method eliminates the influence of gene length and sequencing depth on gene expression quantification, enabling direct comparisons of gene expression differences between samples. The method’s formula is as follows: FPKM = total exon Fragments/(mapped reads (Millions) × exon length (KB)).

### 2.5. Differential Expression Analysis and Functional Annotation

Differentially expressed genes (DEGs) between each time point under LN conditions and the 0 h control were identified using the DESeq2 R package 1.48.1 [39]. Genes with |log_2_(fold change)| ≥ 1 and *q* value < 0.05 were classified as DEGs. The DEGs were functionally annotated using NCBI, Uniprot, and the GO and KEGG databases to obtain detailed functional descriptions.

Based on the upregulated and downregulated DEGs identified in different treatments, GO analysis was performed across three categories, including MF, CC, and BP. The GO annotations for genes or proteins can be assigned via ID or sequence annotation. These annotations link GO numbers to their corresponding terms. These terms correspond to functional categories or cell localizations, enabling the identification of significantly overrepresented biological functions.

### 2.6. Quantitative Real-Time Reverse Transcription-PCR

Total RNA was isolated using the CTAB method, and cDNA was synthesized using the cDNA Synthesis SuperMix Kit (TransGen Biotech, Beijing, China). Gene-specific primers for 12 randomly selected genes from the transcriptome sequencing data were designed using PRIMER PREMIER 5.0. The *Actin* gene, encoding a 42 kDa cytoskeletal protein, was utilized as an internal control for normalization. The 12 genes were *CYP81D8* (Potri.005G143800), *MYB111* (Potri.014G122700), *MLP423* (Potri.011G026100), *BGLU17* (Potri.001G222800), *CYP87A2* (Potri.009G064900), *ALD1* (Potri.002G091500), *CEL2* (Potri.001G083200), *WBC11* (Potri.001G311300), *RLK* (Potri.009G035400), *SCL21* (Potri.005G143900), *TPS-CIN* (Potri.019G023000), and *RNS1* (Potri.008G086700). RT-qPCR was performed using TransStart Top Green qPCR SuperMix (TransGen Biotech, Beijing, China) with a qTOWER 3G Cycler and qPCR software 4.1 (Analytik Jena, Analytik Jena, TransGen Biotech, Beijing, China); three biological replicates were used per gene. Quantitative data were analyzed using the 2^−△△Ct^ method [40]. All primers are listed in Table S8.

### 2.7. Regulatory Network of Transcription Factors in P. ussuriensis Under Low-Nitrogen Conditions

This study applied a three-gene model and a bottom-up GGM algorithm to construct the GRN for DEGs [41]. The gene regulatory network was pruned using TF-target binding data from PlantTFDB 5.0 (https://planttfdb.gao-lab.org/, accessed on 28 May 2025) to construct a four-layer GRN. The network visualization was performed using Cytoscape v3.10.3.

## 3. Results

### 3.1. Analysis of Growth Morphology Under Normal Nitrogen and Low-Nitrogen Conditions

To investigate morphological changes in *P. ussuriensis* under LN conditions, 3-week-old in vitro plantlets were transferred to either normal or LN liquid media. After this step, the plants were transferred to normal and LN liquid culture media and then cultured for 0 h, 12 h, 24 h, 48 h, 96 h, and 336 h while monitoring growth status (Figure 1a,b). The results indicated no significant differences in shoot fresh weight, root fresh weight, or plant height between treatments during the first 24 h. After 48 h of LN conditions, root growth exceeded the results occurring under normal conditions with a 3% increase in biomass, while aboveground growth was suppressed, as shown by a 5% decrease in shoot fresh weight and a 1% reduction in plant height. After 96 h of LN conditions, root biomass increased by 4% compared with normal conditions, whereas above-ground growth further declined with an 8% decrease in shoot fresh weight and 7% reduction in plant height. After 336 h of LN conditions, root growth significantly improved with a 12% biomass increase over controls, while above-ground parts exhibited a 14% decrease in shoot fresh weight and an 8% reduction in plant height (Figure 1c).

### 3.2. Transcriptome Sequencing and Annotation

Root samples from wild-type (WT) *P. ussuriensis* in vitro plantlets under LN conditions were collected at 0, 12, 24, 48, 96, and 336 h, with 3 biological replicates per time point (18 total samples). 

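The 18 root libraries form 6 groups of 3 replicates, the control taken at 0 h and the LN groups taken 12, 24, 48, 96 and 336 h after transfer. The control medium held 10 mM nitrate and 5 mM ammonium, and the LN medium 0.05 mM nitrate and 0.025 mM ammonium. Roots kept on the control medium until the later time points were not analysed here, so the time since transfer and the N supply changed together in every comparison. The 12 h time point is the only one that is not a multiple of 24 h after the control. By the hours after transfer, the time of day therefore differed as well in every comparison that involves 12 h. The hour at which each group was taken is not given in the sources used here. The authors deposited FPKM values, that is, fragments scaled by the length of the gene and by the total of fragments counted on genes, for 30485 genes in each library. Every value of all 30485 genes corresponds to a whole number of fragments within 0.001, so the fragments behind each value and the total per library could be recovered from them. The total of fragments counted on genes was 17149483 to 17517389 in the control libraries (median 17285730), 16540561 to 17890382 at 12 h (median 16775791) and 15945075 to 17112961 at 24 h (median 16741190). It was 16732494 to 18193661 at 48 h (median 17552336), 17628164 to 18086580 at 96 h (median 18019553) and 16526488 to 17863307 at 336 h (median 17549204). At the median total of 17401559 fragments, 3 fragments in a gene of the median length of 1707 bp correspond to 0.101 FPKM, and the limits given from such numbers cover counting error only. Pearson's r of log2(FPKM + 1) across genes, which are not independent replicates, was 0.989 to 0.995 between replicates of 1 time point, except for replicate 3 at 48 h, whose r was 0.89 with replicate 1 and 0.89 with replicate 2. The chi-square of the fragments per gene between replicates was 76.4 and 76.9 for those 2 pairs and 1.59 to 5.96 for the other pairs, all above the value of 1 that sampling alone would give, so each library was counted as 1 sample. Each LN time point was compared with the control by limma on log2(FPKM + 1), over the genes with at least 1 FPKM in at least 3 of the 6 libraries. A gene was called a DEG at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. The pseudocount of 1 makes these fold changes smaller than ratios of FPKM for genes of low expression, and a gene outside the test is described as below the filter.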

Transcriptome sequencing was performed using the Illumina platform (Zhejiang Annord Biotechnology Co., Ltd, Jinhua, China.). Raw reads were filtered to generate high-quality clean reads, with >93% achieving Q30 scores. Approximately 90% of reads were aligned to the reference genome (*P. ussuriensis*; Tables S1 and S2).

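The paper's Table S2 gives mapping rates of 89.58% to 91.45% for the 18 libraries and 3.87% to 5.19% of reads mapped to more than 1 place. The fragments counted on genes in the deposited values amounted to 83.08% to 84.79% of the paper's mapped read pairs. The paper's Table S1 gives 93.06% to 94.21% of bases of the clean reads at Q30. The paper's methods name the Populus trichocarpa genome with Bowtie2 and TopHat2, and the gene identifiers of the deposited values are those of that species. The gene identifiers in the deposited files carry a version suffix, while the paper's text names neither a genome version nor a counting tool. Of the 30485 genes, 1025 have identifiers of scaffolds not placed on a chromosome. Reads of near-identical copies may have been divided between the copies, which leaves the values of single members of the GST, POD and ammonium transporter families less certain.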

Non-redundant genes were annotated against the NCBI Non-Redundant Protein Sequence Database (Nr); Nucleotide Sequence Database (Nt); Universal Protein Database (Uniprot); Cluster of Orthologous Groups (COG); Protein Family and Domain Classification Database (Pfam); and Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases (E-value < 1× 10^−5^). Among 30,485 unigenes, 29,607, 30,092, 23,403, 10,101, 30,429, 22,512, and 9221 were annotated in NR, NT, UniProt, COG, Pfam, GO, and KEGG, respectively. A total of 5270 genes were annotated in all six of these databases (Figure 2a,b).

### 3.3. Identification and Analysis of DEGs

To visualize gene expression distributions across treatment groups, violin plots of the three control group samples revealed consistent expression patterns within this group. 

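The median of log2(FPKM + 1) over the 30485 genes was 2.545 to 2.590 in the 3 control libraries, with a mean of 2.566 ± 0.023 (SD, n = 3). The spread of the genes within a control library was 1.971 ± 0.003 as the SD across genes and 3.18 ± 0.004 as the interquartile range (mean ± SD, n = 3). Between the control libraries, r across genes was 0.993 to 0.994 and the chi-square of fragments per gene was 2.55 to 2.95.

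**Figure D1:**
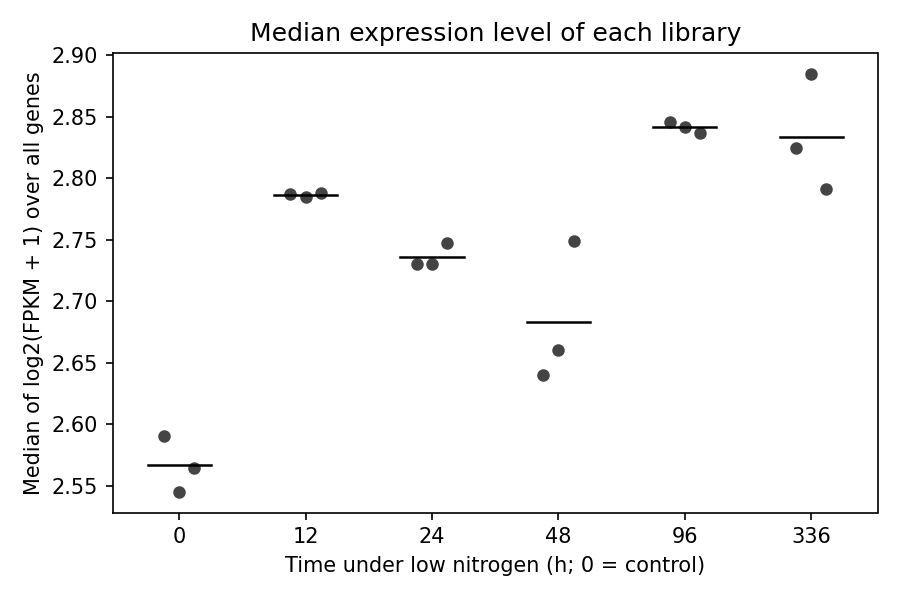
Median of log2(FPKM + 1) over the 30485 genes of each library (vertical axis, which does not start at 0) against the hours after transfer to LN medium (horizontal axis). Points are libraries and short horizontal bars mark the group means, with the time points evenly spaced. The control libraries lie at 2.545 to 2.590 and the LN libraries at 2.640 to 2.885.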

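Relative to the control libraries, the median of log2(FPKM + 1) was higher by 0.22 at 12 h (2.787 ± 0.002, SD, n = 3) and by 0.169 at 24 h (2.736 ± 0.01, SD, n = 3). Every library of these time points exceeded every control library (exact permutation test, two-sided, p = 0.1 at each, the smallest p that 3 libraries against 3 allow). The measure that moved these differences most was the mean over genes in place of the median, with 0.142 at 12 h and 0.103 at 24 h. The SD across genes was 1.962 ± 0.005 at 12 h and 1.947 ± 0.003 at 24 h (mean ± SD, n = 3). By limma with Benjamini-Hochberg adjustment and no limit on the fold change, 4686 genes had lower expression than the control at 12 h and 3694 at 24 h, and 9932 and 7149 genes had higher expression. FPKM is relative to each library's total, so these values show shares of the fragments counted and not the amount of RNA per root.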

At the early LN time points of 12 h and 24 h, the suppression of some gene expression began. 

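At 48 h the median of log2(FPKM + 1) was 2.683 ± 0.058 and at 96 h 2.842 ± 0.005 (SD, n = 3 each), higher than in the control by 0.117 and 0.275. The lowest library of these time points, with 2.640, was above the highest control library (exact permutation test, two-sided, p = 0.1 at each time point). With the mean over genes in place of the median the differences were 0.099 and 0.193. The SD across genes within a library was 1.944 ± 0.006 at 48 h and 1.913 ± 0.003 at 96 h, and the interquartile range was 3.052 ± 0.015 and 2.947 ± 0.007 (mean ± SD, n = 3), all below the values of every control library. The spread between replicates was larger at 48 h, where 2627 of 23297 genes differed by 1 or more on the log2 scale between replicate 3 and the mean of replicates 1 and 2. The other replicates of a group differed that much in 5 to 43 genes.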

As stress duration increased, the 48 h and 96 h groups exhibited a further decrease in overall expression levels with an increase in dispersion. 

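At 336 h the median of log2(FPKM + 1) was 2.834 ± 0.048 (SD, n = 3), 0.267 above the control (exact permutation test, two-sided, p = 0.1). Over all 15 LN libraries the median was higher than in the 3 control libraries by 0.21 on average. An exact permutation test that regroups single libraries gave a two-sided p of 0.00123, the smallest p that 816 regroupings allow. The SD across genes was 1.922 ± 0.007 at 336 h and the interquartile range 3.042 ± 0.026 (mean ± SD, n = 3). Over the 15 LN libraries the 2 measures were lower than in the control, with exact two-sided permutation p-values of 0.00735 and 0.00245. The regroupings over the 15 LN libraries treat each library as independent. The LN libraries fall into groups that share a time point, however, and the control is a single sampling. The p-values over the 15 LN libraries are therefore too small and cannot separate LN conditions from differences between samplings.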

By the 336 h time point, gene expression stabilized into a relatively consistent pattern; although overall levels remained lower than the control group, the distribution became more regular and concentrated (Figure 3a).

Gene expression displays tissue and spatiotemporal specificity. DESeq2 identified differentially expressed genes (DEGs) (|log_2_FC| ≥ 1, q-value < 0.05). 

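The limma test covered 22977, 22792, 22779, 23363 and 23320 genes at 12, 24, 48, 96 and 336 h. An adjusted p under 0.05 alone was reached by 14618, 10843, 3105, 13800 and 15003 of them (limma, Benjamini-Hochberg adjustment). The LN and control libraries did not overlap in 68.8%, 57.4%, 37.9%, 65.8% and 69.9% of the tested genes, where chance alone gives 10% for 3 libraries against 3. The median log2 fold change of the tested genes was 0.15, 0.08, 0.04, 0.13 and 0.21, and after quantile normalization it was −0.02, −0.03, −0.04, −0.08 and 0.01. The scaling therefore moved the median gene by more than 0.1 at 12, 24, 96 and 336 h, and fold changes are to be read relative to that shift. In data simulated from these libraries with 200 changed genes, the same steps called 91.5%, 89.8%, 76.5%, 91.4% and 93.4% of the changed genes that passed the filter among 22219, 22216, 22127, 22173 and 22240 tested genes, with at most 4 unchanged genes called. The simulated changes all lay past the fold limit, in genes with a control mean of at least 1 FPKM, and every other gene was unchanged. These shares therefore do not cover changes near the fold limit, genes of lower expression or data where most genes shift.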

Volcano plots depicted these differential expressions (Figure 3b). 

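At 1 or more of the 5 time points, 4987 genes were DEGs against the control by limma on log2(FPKM + 1). Of these, 3622 were higher at 1 or more time points and 1426 were lower at 1 or more, so that 61 genes were called in both directions. Without replicate 3 of every LN group the number in both directions was 132. The alternative that moved the total most within the same fold limit was limma-voom on the recovered fragments, chosen after the data were seen, with 8137 DEGs for library totals and 7547 for median-ratio scaling. A pseudocount of 0.1 in place of 1 gave 6897 DEGs.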

Analyses identified 8289 DEGs between LN conditions and the control groups, comprising 5544 upregulated and 2979 downregulated genes (Figure 3c). Specifically, 3111 genes were upregulated at 96 h, and 2757 genes were upregulated at 336 h, with 500 genes upregulated across all time points. 

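The number of genes called up was 1428 at 12 h, 977 at 24 h, 647 at 48 h, 1912 at 96 h and 1931 at 336 h. They were 70.3%, 75.3%, 57.1%, 81.7% and 67.1% of the DEGs of each time point, and 52.4%, 63.0%, 45.2%, 65.8% and 49.4% after quantile normalization, where 1233 genes were up at 96 h and 1259 at 336 h. The count at 48 h depended on single libraries. It was 334, 330 and 312 without control replicate 1, 2 or 3, 385 and 372 without 48 h replicate 1 or 2, and 1928 without 48 h replicate 3. Of the genes up at 96 h, 836 were also up at 336 h. At all 5 time points, 208 genes were up, and 133, 138 and 124 without control replicate 1, 2 or 3. Because the time points share the control libraries, overlap can arise by chance, and 20 simulations of unchanged groups against the same controls gave 0.15 DEGs on average at any time point and none at all 5. The simulated groups varied around the control mean by the spread between replicates only. They hold no shift between samplings and no changed genes, so they cannot show how much overlap either would give. The log2 fold changes of 21367 genes tested at all 5 time points correlated between time points with r of 0.545 to 0.801 across genes (mean 0.638, against 0.501 in those simulations).

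**Figure D2:**
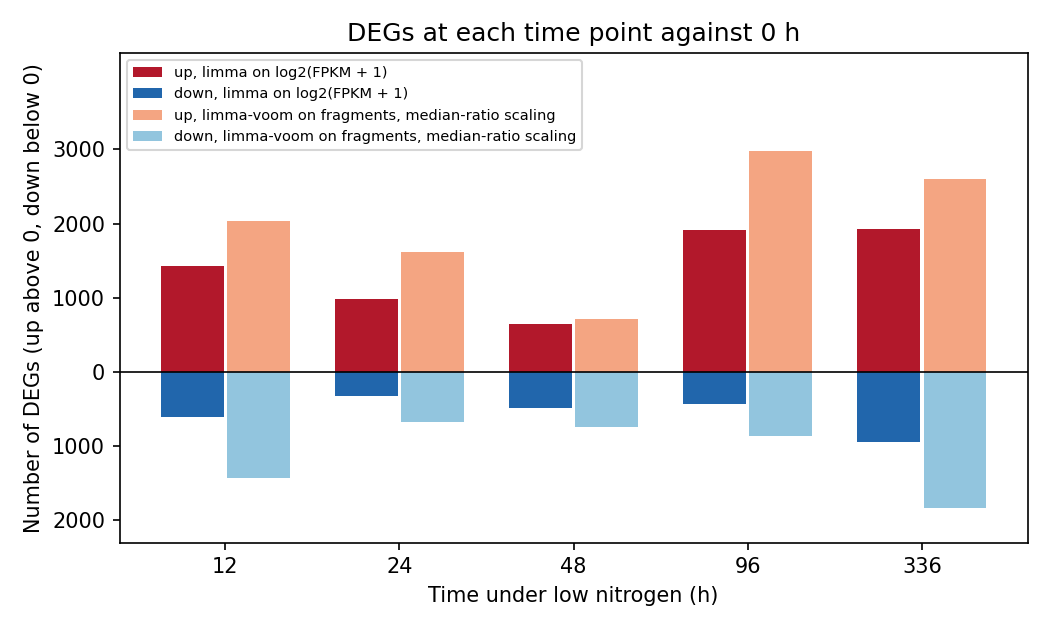
DEGs against the 0 h control at each time point (horizontal axis, h), with the number of genes up drawn above 0 and the number down drawn below 0 (vertical axis). Dark bars are limma on log2(FPKM + 1) and light bars limma-voom on the recovered fragments with median-ratio scaling, which gave 2980 genes up at 96 h where limma gave 1912.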

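In the other direction, limma on log2(FPKM + 1) called 602 genes lower at 12 h, 321 at 24 h, 487 at 48 h, 429 at 96 h and 948 at 336 h. After quantile normalization the numbers were 909, 419, 563, 640 and 1290. The count at 48 h was 287, 297 and 290 without control replicate 1, 2 or 3, and 973 without 48 h replicate 3. Lower expression at a single time point was found for 140 genes at 12 h, 14 at 24 h, 71 at 48 h, 56 at 96 h and 476 at 336 h, and 100 genes were lower at all 5.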

Downregulated genes numbered 1858 at 336 h and 1461 at 12 h; only 175 genes were downregulated throughout all time points. A heatmap visualized dynamic expression patterns across different LN conditions durations (Figure 3d).

Gene Ontology (GO) categorizes gene functions into three classes: Biological Process (BP), Cellular Component (CC), and Molecular Function (MF). Enrichment analysis revealed the primary biological functions of DEGs. The top three GO terms within each domain were as follows: CC, including cell part, organelle, and membrane part; BP, including cellular process, metabolic process, and response to stimulus; MF, including binding, catalytic activity, and transcription regulator activity (Figure 4). A total of 1213 DEGs were mapped to 125 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. When these pathways were grouped by their biological functions for clearer interpretation (Figure 5), distinct temporal enrichment patterns emerged under LN conditions (*p* < 0.05). The enrichment was predominantly observed during the later stages (48 h, 96 h, and 336 h), with some pathways also being enriched at 12 h. Notably, pathways within the phenylpropanoid/flavonoid biosynthesis cluster (including phenylpropanoid biosynthesis and flavonoid biosynthesis) were significantly enriched across all or most time points. Similarly, the functional clusters of plant hormone signal transduction and nitrogen metabolism were significantly enriched at all time points except 24 h.

### 3.4. Nitrogen-Metabolism-Related DEGs

After LN conditions, 113 DEGs related to N metabolism were identified (Table S3). 

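All 113 genes of Table S3 are in the deposited values, and 80 to 89 of them passed the filter at a time point. A DEG call at 1 or more time points was obtained for 84 of them, and for 75 after quantile normalization. The paper chose the list on these samples, so the calls are not independent evidence. Up at all 5 time points was 1 gene, the Germin-like protein subfamily 1 member 13 (Potri.009G140400), which has the largest rise of any gene at 12 h, with 0.814 ± 0.38 FPKM in the control and 154 ± 3.41 at 12 h (SD, n = 3). Its log2 fold change was 6.44 at 12 h (standard error 0.145, adjusted p = 3.7e-08, limma with Benjamini-Hochberg adjustment) and 4.94, 3.12, 1.08 and 4.32 at the later time points. Its call at 48 h was lost without any 1 of the control replicates or 48 h replicates 1 and 2 (limma with Benjamini-Hochberg adjustment, adjusted p of 0.064 to 0.14), without the filter on low values (0.052), and under limma-voom with library totals or median-ratio scaling (0.12 and 0.13). Its call at 96 h was lost without control replicate 1 (log2 fold change 0.89), after quantile normalization (0.67) and with all 18 libraries in 1 fit (adjusted p = 0.078, limma with Benjamini-Hochberg adjustment). Down at all 5 was 1 gene, the Protein N-terminal glutamine amidohydrolase (Potri.006G051500), named after its values were seen, with −1.54, −1.12, −1.37, −2.41 and −3.01.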

To visualize the expression patterns of these N-metabolism-related DEGs across different treatment durations, a heatmap was generated (Figure 6a). The results showed rapid responses in some genes during early stress conditions (12 h and 24 h), with significant upregulation or downregulation. 

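Of the 113 genes, 27 were called up and 13 down at 12 h, and 20 up and 7 down at 24 h, with the same numbers when adjusted over the list alone. After quantile normalization the numbers were 21 up and 18 down at 12 h and 18 up and 7 down at 24 h. The paper's Table S3 marks 62 genes as DEGs at 12 h and 33 at 24 h, of which 40 and 26 were called here.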

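At 48 h, 9 genes of Table S3 were up and 11 down, or 11 and 14 when adjusted over the list alone. The number up at 48 h was 3, 3 and 2 without control replicate 1, 2 or 3, 5 and 4 without 48 h replicate 1 or 2, and 18 without 48 h replicate 3. The number down was 7 without control replicate 2 or 48 h replicate 1, and 17 without 48 h replicate 3. At 96 h, 23 genes were up and 16 down, the same numbers as when adjusted over the list alone, and 11 up and 16 down after quantile normalization.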

Other genes exhibited sustained increasing or decreasing trends at 48 h and 96 h. 

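At 336 h, 33 genes of Table S3 were up and 18 down, of 89 that passed the filter, and the numbers adjusted over the list alone were the same. Quantile normalization gave 25 up and 20 down. Of the 68 genes that the paper's table marks as DEGs at 336 h, 50 were called here.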

As stress extended to 336 h, more DEGs showed significant expression changes. 

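Table S3 describes 30 genes as members of the NRT1/PTR family and 7 as ammonium transporters. At 12 h, 4 NPF genes were up, namely NPF6.4, NPF3.1B, Potri.001G027100 and Potri.003G000800, and 5 were down, namely NPF7.3A, NPF7.3B, NPF7.3C, Potri.006G092000 and Potri.019G067500. Quantile normalization gave 3 up and 7 down. At 336 h, 10 NPF genes were up and 5 were down, among them 3 described as family member 1.2 (Potri.018G040500, Potri.018G041400 and Potri.018G041600). Quantile normalization gave 6 up and 5 down. The up and down calls of NPF genes were 2 and 3 at 24 h, 2 and 4 at 48 h, and 2 and 3 at 96 h. At 48 h they were 5 and 5 without 48 h replicate 3, and 1 and 2 without control replicate 1, 2 or 3 or 48 h replicate 2. Of the ammonium transporters, the 4 genes described as member 1 of family 3 (Potri.001G305400, Potri.019G000800, Potri.T000200 and Potri.T000600) were up at 336 h, 2 of them (Potri.001G305400 and Potri.T000200) also at 96 h. With AMT2;1, 3 of the 7 were up at 96 h and 4 at 336 h, and after quantile normalization 1 and 3. The genes without a name of their own in the paper were picked after their values were seen.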

Notably, we identified 21 DEGs involved in N uptake and transport (Table S3), including 14 genes encoding NRT1/PTR family (NPF) NRTs and 7 homologous genes encoding *AMT1/2* family ammonium transporters (AMTs). The *NPF6.4* (Potri.002G225500), *NPF3.1B* (Potri.010G126300), *NPF3.1D* (Potri.016G032000), *AMT1;2B* (Potri.002G255000), and *AMT2;1* (Potri.006G102800) genes were consistently significantly upregulated across all time points. Additionally, a sustained upregulation of the nitrate receptor *NLP7* (Potri.001G087900) gene and an SNF1-related protein kinase regulatory subunit beta-2 *SnRK1β2* (Potri.014G167400) gene were observed. Collectively, these genes may contribute to the adaptation of *P. ussuriensis* to LN conditions by participating in the regulation of N-absorption, transport, and assimilation processes.

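NPF6.4 had 0.103 ± 0.0625 FPKM in the control, which is 15 fragments over 3 libraries, and 1.46 ± 0.165 at 12 h, 0.922 ± 0.104 at 24 h, 0.661 ± 0.369 at 48 h, 0.874 ± 0.0751 at 96 h and 2.39 ± 0.291 at 336 h (SD, n = 3). It was called at 12 h (log2 fold change 1.15, standard error 0.075, adjusted p = 6.5e-06, limma with Benjamini-Hochberg adjustment) and at 336 h (1.62, standard error 0.085, adjusted p = 1.8e-06) and was below the filter in between. At 12 h quantile normalization gave 0.82. NPF3.1B had 11.3 ± 0.099 FPKM in the control and 33.5 ± 0.612, 23.8 ± 0.565, 41.8 ± 3.48, 18.0 ± 0.641 and 26.6 ± 1.63 at the 5 time points (SD, n = 3), with log2 fold changes of 1.49, 1.01, 1.80, 0.63 and 1.16 (adjusted p of 3e-07, 4.1e-06, 0.00044, 3.2e-05 and 3.2e-06, limma with Benjamini-Hochberg adjustment). The change at 96 h was under the fold limit, and at 24 h quantile normalization gave 0.95. NPF3.1D rose from 0.584 ± 0.0492 FPKM to 2.79 ± 1.03 at 336 h (SD, n = 3; log2 fold change 1.23, standard error 0.163, adjusted p = 0.00031, limma with Benjamini-Hochberg adjustment; 0.86 after quantile normalization). Earlier it was below the filter, with 1.24, 1.01, 1.14 and 1.16 FPKM. AMT1;2B was below the filter throughout, with 10 fragments over the 3 control libraries, 75 at 96 h and 67 at 336 h, or 0.125 ± 0.0787, 0.908 ± 0.182 and 0.836 ± 0.187 FPKM (SD, n = 3). AMT2;1 had 7.39 ± 0.796 FPKM in the control and 15.0 ± 0.549, 11.4 ± 0.516, 29.9 ± 11.7, 16.5 ± 0.375 and 11.3 ± 1.22 under LN conditions (SD, n = 3), with log2 fold changes of 0.93, 0.56, 1.80, 1.07 and 0.56. AMT2;1 was called at 48 h (adjusted p = 0.017, limma with Benjamini-Hochberg adjustment) and at 96 h (adjusted p = 1.3e-05; 0.89 after quantile normalization). The call at 48 h was lost without any 1 of the control replicates or of 48 h replicates 1 and 2 (adjusted p of 0.056 to 0.084, limma with Benjamini-Hochberg adjustment), and without control replicate 3 the value at 12 h was 1.01 and called.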

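NLP7 had 28.7 ± 1.05 FPKM in the control and 8.43 ± 0.855, 15.5 ± 0.679, 14.7 ± 7.53, 24.0 ± 0.969 and 12.7 ± 0.293 at 12, 24, 48, 96 and 336 h (SD, n = 3). Its log2 fold changes were −1.66 (standard error 0.079, adjusted p = 1.2e-06), −0.84 (adjusted p = 2.1e-05), −1.02 (adjusted p = 0.079), −0.25 (adjusted p = 0.0074) and −1.12 (standard error 0.064, adjusted p = 2.8e-06), all from limma with Benjamini-Hochberg adjustment. Every NLP7 value under LN conditions was thus below the control in the mean, with DEG calls at 12 and 336 h, and without 48 h replicate 3 also at 48 h (−1.39). SnRK1β2 rose from 2.47 ± 0.195 FPKM in the control to 5.57 ± 0.645, 3.51 ± 0.35, 5.22 ± 1.18, 6.45 ± 0.434 and 9.16 ± 0.195 (SD, n = 3), with log2 fold changes of 0.92, 0.38, 0.83, 1.10 and 1.55. It was called up at 96 h (adjusted p = 6.8e-06, limma with Benjamini-Hochberg adjustment; 0.79 after quantile normalization) and at 336 h (adjusted p = 7.8e-07). Without 12 h replicate 1 the value at 12 h was 1.00 and called. From 12 h to 336 h, SnRK1β2 differed by 0.64 and NLP7 by 0.54 on the log2 scale (adjusted p of 0.00036 and 0.00067, limma with Benjamini-Hochberg adjustment).

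**Figure D3:**
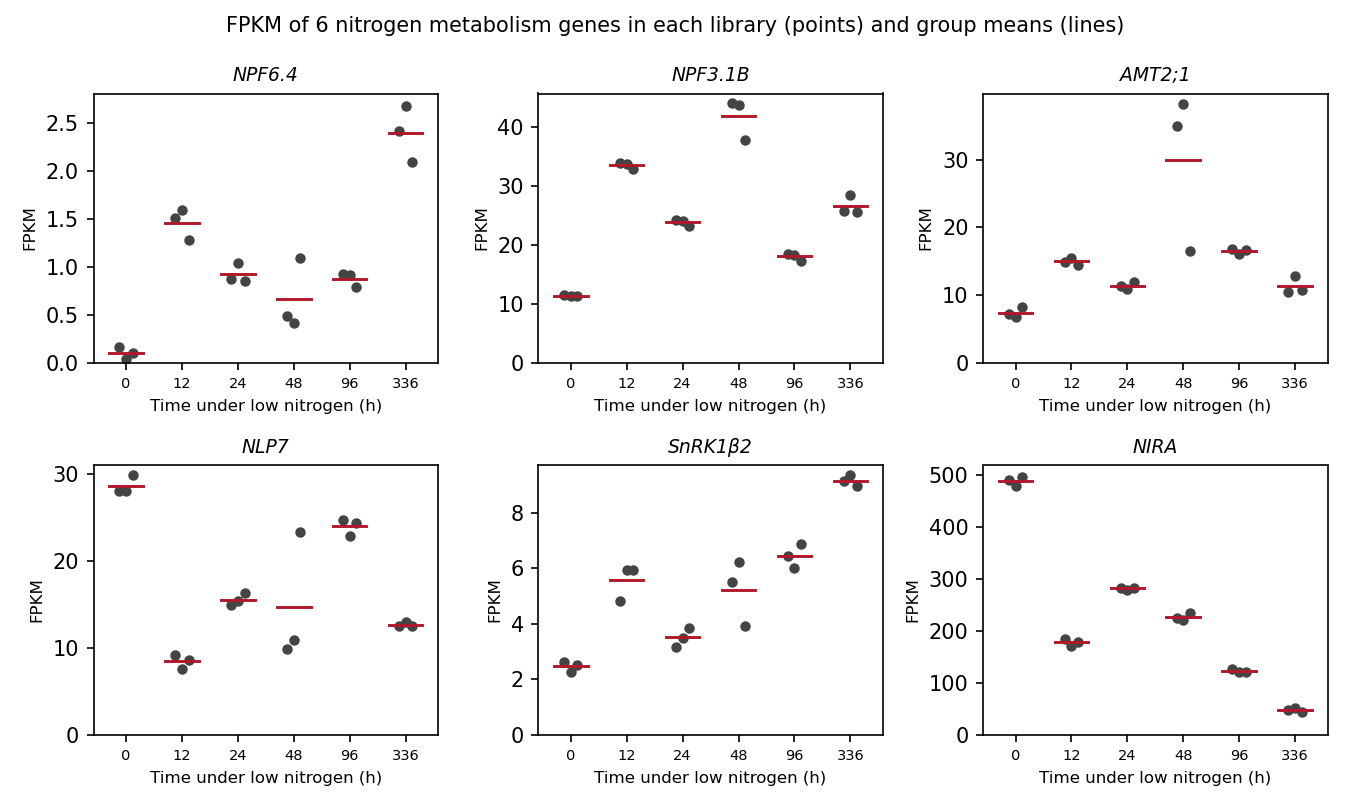
FPKM (vertical axis, 1 panel per gene) of NPF6.4, NPF3.1B, AMT2;1, NLP7, SnRK1β2 and NIRA against the hours after transfer to LN medium (horizontal axis). Points are libraries and short horizontal bars mark group means, with the time points evenly spaced. NLP7 lies at 28.7 FPKM in the control and at 8.43 to 24.0 in the LN groups, and the 3 libraries of AMT2;1 at 48 h lie far apart.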

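The most abundant of these genes in the control was the nitrite reductase gene NIRA (Potri.004G140800), with 487 ± 8.87 FPKM, which fell to 178 ± 6.54, 281 ± 2.63, 226 ± 6.91, 122 ± 3.8 and 47.7 ± 3.93 (SD, n = 3). Its log2 fold changes were −1.45, −0.79, −1.10, −1.98 and −3.33, the last with a standard error of 0.077 and an adjusted p of 4.6e-08 (limma with Benjamini-Hochberg adjustment), and it was called lower at all time points but 24 h. From the sustained rise it describes for NPF6.4, NPF3.1B, NPF3.1D, AMT1;2B, AMT2;1, NLP7 and SnRK1β2, the paper proposes that these genes take part in adaptation to LN conditions through N absorption, transport and assimilation.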

### 3.5. Reactive Oxygen Species Scavenging-Related DEGs

ROS scavenging targets ROS that are produced during plant metabolism through th-e partial reduction of oxygen molecules. ROS can cause oxidative damage to cellular structures and components, inactivate proteases, and induce cell damage or death. Plants produce substantial ROS under abiotic stress conditions. To counteract inactivate proteases, plants employ an ROS scavenging system consisting of enzymes such as POD, catalase (CAT), glutathione S-transferase (GST), and superoxide dismutase (SOD).

This study identified 224 ROS-related DEGs under LN conditions, encompassing POD, CAT, GST (Table S4), and other genes. 

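Table S4 has 224 entries for 217 different genes, since 7 genes are entered again, and 178 to 191 of the 217 passed the filter at a time point. A DEG call at 1 or more time points was found for 150 genes (144 after quantile normalization). All 5 time points showed higher expression of 10 genes, among them 4 GST and 4 peroxidase genes and 2 described as Kunitz trypsin inhibitor 1. That number was 5 without control replicate 1, 2 or 3. Lower expression at all 5 was found for 3 genes, named after their values were seen, which were Peroxidase 9 (Potri.002G031200), Peroxidase 72 (Potri.007G019300) and Superoxide dismutase [Fe] 2 (Potri.015G110400). The paper made the list from these samples, so its DEG calls are not independent evidence.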

A heatmap (Figure 6b) visualized the expression patterns of these DEGs across treatment durations. 

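Of the 217 genes of Table S4, 42 were up and 29 down at 12 h, 32 up and 10 down at 24 h, 25 up and 24 down at 48 h, 55 up and 30 down at 96 h, and 56 up and 41 down at 336 h. Adjusted over the list alone, the numbers at 48 h were 32 up and 25 down, and the others were the same. Quantile normalization gave 30 and 36, 27 and 13, 13 and 26, 41 and 34, and 50 and 52. The number up at 48 h was 14, 15 and 14 without control replicate 1, 2 or 3, 16 without 48 h replicate 2 and 51 without 48 h replicate 3. As 1 gene called at every time point, POD4 had log2 fold changes of 3.77, 2.48, 2.10, 2.20 and 1.51, and from 12 h to 336 h it fell by 2.26 on the log2 scale.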

The results demonstrated that during early stress (12–24 h), the expression levels of some genes were significantly increased; at mid-stress (48–96 h), new expression trends emerged; by late stress (336 h), early response genes’ expression declined, while new clusters were specifically induced or repressed. Further analyses revealed the consistent upregulation of five GST genes—such as *GST23A* (Potri.008G174900), *GST23B* (Potri.008G175100), *GSTU17* (Potri.010G032800), *GSTU45* (Potri.016G104500), and *GSTU8* (Potri.015G042000)—and three POD genes—such as *POD19* (Potri.004G052100), *POD4* (Potri.013G083600), and *PODN1* (Potri.016G125000)—under LN conditions at all time points (Table S4). 

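GST23A, GST23B, GSTU17 and GSTU45 were called up at all 5 time points, with log2 fold changes at 12 h of 1.4, 1.33, 1.07 and 1.79 and at 336 h of 1.42, 2.01, 1.09 and 1.95. GST23A had 60.5 ± 2.25 FPKM in the control and 144 ± 2.33 to 166 ± 43.2 under LN conditions (SD, n = 3), and its change did not differ between 12 h and 336 h (difference 0.02, adjusted p = 0.81, limma with Benjamini-Hochberg adjustment). Its call at 48 h was lost without control replicate 1, 2 or 3 (adjusted p of 0.054 to 0.06, limma with Benjamini-Hochberg adjustment). GSTU17 was the weakest of them, with 0.95 ± 0.409 FPKM in the control (SD, n = 3; 53 fragments over 3 libraries). After quantile normalization its log2 fold changes were 0.82, 0.99, 0.99, 0.67 and 0.75, under the fold limit at all 5 time points. Its calls were also lost at 12 h without control replicate 2 (0.91) or 12 h replicate 3 (0.90), at 96 h without control replicate 2 (0.91), at 336 h without control replicate 2 (0.93) or 336 h replicate 2 (0.96), and at 48 h without any 1 of the control replicates or 48 h replicates 1 and 2 (adjusted p of 0.094 to 0.16, limma with Benjamini-Hochberg adjustment). GSTU8, at 1.26 ± 0.128 FPKM in the control (SD, n = 3), had log2 fold changes of 1.59, 1.00, 1.99, 1.53 and 2.11 and was not called at 24 h, where the unrounded value was under the limit. At 24 h it was called without 24 h replicate 1 (1.07), 24 h replicate 2 (1.00) or control replicate 2 (1.04), and at 48 h its call was lost without any 1 of the control replicates or 48 h replicates 1 and 2 (adjusted p of 0.14 to 0.16, limma with Benjamini-Hochberg adjustment). POD4 and PODN1 were called at all 5 time points. PODN1 had 5.60 ± 0.232 FPKM in the control and 32.8 ± 3.75 to 115 ± 72.2 under LN conditions (SD, n = 3), with log2 fold changes of 3.33, 3.61, 3.83, 2.99 and 2.35, and its call at 48 h was lost without control replicate 1, 2 or 3 (adjusted p of 0.066 to 0.068, limma with Benjamini-Hochberg adjustment). POD19 had 11 fragments over the 3 control libraries (0.152 ± 0.0647 FPKM) and was below the filter until 96 h (2.24 ± 0.355 FPKM, log2 fold change 1.49; 0.99 after quantile normalization) and 336 h (2.61 ± 0.145 FPKM, 1.65; SD, n = 3).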

We speculate that these genes may help maintain intracellular redox balance through the ROS scavenging system, assisting *P. ussuriensis* in adapting to LN conditions.

### 3.6. Root-Development-Related DEGs

Under LN conditions, 107 DEGs related to root development were identified (Table S5). 

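Of the 107 genes of Table S5, 65 to 78 passed the filter at a time point and 53 were DEGs at 1 or more (64 without replicate 3 of every LN group). Genes below the filter therefore make up a larger share here than in Tables S3 and S4. Up at all 5 time points were 4 genes, 2 of them described as Cytochrome P450 705A5 (Potri.001G270900 and Potri.009G065000) with log2 fold changes of 2.72 to 3.73, together with GSTU17 and WRKY75. Without control replicate 1, 2 or 3, or without replicate 1 or replicate 3 of every LN group, the number was 2. These P450 genes were picked after their values were seen, and the list was made by the paper from the samples tested here, so its calls are not independent evidence.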

To visualize dynamic changes in root-development-related DEGs across LN conditions, a heatmap was generated (Figure 6c). 

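Of the genes of Table S5, 14 were up and 5 down at 12 h, 9 up and 2 down at 24 h, 8 up and 3 down at 48 h, 22 up and 5 down at 96 h, and 30 up and 8 down at 336 h. Adjusted over the list alone, 11 were up at 48 h and the other numbers were the same. After quantile normalization they were 11 and 8, 4 and 4, 5 and 4, 13 and 8, and 21 and 12. Limma-voom with median-ratio scaling, chosen after the data were seen, gave 20 and 19, 19 and 9, 9 and 7, 35 and 13, and 45 and 16. At 48 h the number up was 3 without control replicate 1, 2 or 3 or 48 h replicate 1, 4 without 48 h replicate 2 and 19 without 48 h replicate 3, and the number down was 7 without 48 h replicate 3. At 24 h the number down was 4 without control replicate 1 or 24 h replicate 3.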

The results showed that during early LN conditions (12–24 h), some genes were significantly induced while others were suppressed; during middle-stage LN conditions (48–96 h), gene expression patterns diverged with increased variation, and early response genes either maintained stable expression or exhibited recovery trends; by the late stress phase (336 h), expression patterns stabilized, while differences from the early period measurements increased.

It is worth noting that under LN conditions, a gene related to root development regulatory *TCP9* (Potri.001G111800) and two genes related to lateral root development—*WRKY46* (Potri.002G168700) and *WRKY75* (Potri.015G099200)—were upregulated at all time points (Table S5). These findings suggest their potential role in the root development of *P. ussuriensis* under LN conditions.

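The paper's Table S7 places TCP9 on chromosome 1 from 8915776 to 8918193 and WRKY75 on chromosome 15 from 11835261 to 11837075, in a genome version that the paper's text does not name. TCP9 had 4.98 ± 0.376 FPKM in the control and 12.0 ± 0.465 at 336 h (SD, n = 3). Its log2 fold changes were 0.32, 0.18, 0.49, 0.53 and 1.12, with a DEG call at 336 h only (adjusted p = 5.4e-06, limma with Benjamini-Hochberg adjustment; 0.88 after quantile normalization). WRKY46 had 0.416 ± 0.2 FPKM in the control, or 41 fragments over 3 libraries, and 2.32 ± 0.741 at 12 h, 17.6 ± 14.6 at 48 h and 12.8 ± 0.184 at 96 h (SD, n = 3). It was called at 12 h (1.21, 0.90 after quantile normalization) and 96 h (3.29), was below the filter at 24 and 48 h, and reached 0.77 at 336 h. WRKY75 had 1.14 ± 0.0726 FPKM in the control and 13.8 ± 0.28, 4.49 ± 0.781, 4.69 ± 2.44, 3.75 ± 0.3 and 19.3 ± 0.688 under LN conditions (SD, n = 3), and was called at all 5 time points with 2.79, 1.35, 1.33, 1.15 and 3.25. At 96 h its value after quantile normalization was 0.77. At 48 h its call was lost without 48 h replicate 3 (1.00, under the limit before rounding) and, by adjusted p values of 0.063 to 0.11 (limma with Benjamini-Hochberg adjustment), without any 1 of the control replicates or 48 h replicate 1. Between 12 and 24 h, WRKY75 fell by 1.44 on the log2 scale.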

### 3.7. Phytohormone-Related DEGs

This study identified 724 DEGs associated with eight phytohormone classes: auxin, cytokinin, abscisic acid, ethylene, gibberellin, jasmonate acid, salicylic acid, and strigolactone (Table S6). 

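The copy of Table S6 used here holds 385 of the 724 genes the paper gives, so the tallies over it describe those 385 genes only and no set test was made. Of the 385 genes, 92 were up and 31 down at 96 h and 106 up and 56 down at 336 h, and 69 and 42, and 79 and 67, after quantile normalization. The paper drew the list from these samples, so its calls are not independent evidence.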

A heatmap visualizing the dynamic expression changes in these phytohormone-related DEGs across LN conditions is shown in Figure 6d. The results revealed that during early stress (12–24 h), some stress-responsive phytohormone genes were rapidly upregulated while others were significantly downregulated. 

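Among the 385 phytohormone genes held, 84 were up and 40 down at 12 h, and 43 were up and 23 down at 24 h. After quantile normalization 67 were up and 61 down at 12 h, and 37 up and 26 down at 24 h. At 48 h, 40 were up and 27 down. The number up was 19, 18 and 14 without control replicate 1, 2 or 3, 24 and 19 without 48 h replicate 1 or 2, and 95 without 48 h replicate 3, while the number down was 17 without control replicate 1 or 3 and 42 without 48 h replicate 3.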

During mid-stress (48–96 h), the expression of early responding genes stabilized as new clusters of upregulated or downregulated genes emerged. By late stress (336 h), synchronized upregulation and downregulation patterns suggested the establishment of LN adaptation homeostasis via phytohormonal signaling. 

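In the part of Table S6 held here, the paper's calls put 26 genes up at all 5 time points, and limma on log2(FPKM + 1) called 8 up at all 5. The number was 4 after quantile normalization, 5 without control replicate 3 and 15 with a pseudocount of 0.1.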

Dynamic analysis across multiple time points further identified 48 phytohormone-related DEGs exhibiting sustained upregulation at all time points (Table S6). These primarily included 7 cytokinin-specific binding protein genes (all belonging to the Bet v 1 family), 4 gibberellin-related genes, 4 jasmonic acid-related genes, 5 salicylic acid-related genes, 8 abscisic acid-related genes, and 15 ethylene-related genes. Notably, both key ethylene biosynthesis *ACS2* (Potri.001G099400) and *ACO1* (Potri.011G020900) genes and two gibberellin regulatory protein *GASA1* (Potri.002G022500) and *GASA12* (Potri.017G124200) genes were significantly upregulated. 

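ACO1 was called up at all 5 time points, with 1.28 ± 0.387 FPKM in the control and 5.88 ± 0.221 to 11.9 ± 3.59 under LN conditions (SD, n = 3) and log2 fold changes of 1.64, 1.69, 2.03, 1.61 and 2.48. ACS2 had 0.316 ± 0.125 FPKM in the control, or 35 fragments over 3 libraries, and 5.56 ± 0.146 at 12 h, 1.91 ± 0.125 at 24 h, 2.47 ± 0.826 at 48 h and 10.6 ± 0.468 at 96 h (SD, n = 3). It was called at these 4 time points (2.32, 1.15, 1.37 and 3.14; 0.84 at 24 h after quantile normalization) and was below the filter at 336 h, with 1.16 ± 0.233 FPKM (SD, n = 3). The call at 48 h was lost without control replicate 1 or 2 (adjusted p of 0.057 and 0.058, limma with Benjamini-Hochberg adjustment). GASA1, with 17 fragments in the 3 control libraries, had log2 fold changes of 2.02, 3.02, 2.43 and 2.40 at 12, 24, 96 and 336 h and was called at each. At 48 h it was 1.88 with replicates far apart (8.36 ± 9.77 FPKM, SD, n = 3; adjusted p = 0.16, limma with Benjamini-Hochberg adjustment). GASA12, also with 17 fragments in the control, had 2.30, 2.39, 1.13 and 2.43 at the same time points and was called at each (0.66 at 96 h after quantile normalization). At 48 h it was 1.75 (adjusted p = 0.063, limma with Benjamini-Hochberg adjustment) and, without 48 h replicate 3, 1.17 and called.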

The above results indicate that these genes may be involved in complex phytohormone signal transduction and regulatory processes, helping *P. ussuriensis* adapt to LN conditions.

### 3.8. Transcription Factor Families

This study identified 443 differentially expressed TFs and classified them into 20 functional categories (Table S7). Among these, members of 10 major families (e.g., MYB, AP2/ERF, bHLH, WRKY, B3, bZIP, NAC, C2C2, HSF, TCP) accounted for 88% of all differentially expressed TFs (Figure 7a). 

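All 443 TF genes of Table S7 are in the deposited values, and 300 to 340 of them passed the filter at a time point. By limma on log2(FPKM + 1), 276 were DEGs at 1 or more time points, and 230 after quantile normalization. The paper selected the list on these samples, so its calls are not independent evidence.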

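Against the members each family has in Table S7, a DEG call at 1 or more time points was found here for 71 of 89 AP2/ERF genes, 58 of 97 MYB genes, 29 of 71 bHLH genes, 26 of 31 WRKY genes and 16 of 29 B3 genes. The bZIP family had 19 of 24, the NAC family 11 of 17, C2C2 9 of 13, HSF 8 of 10 and TCP 2 of 10.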

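The number of TF genes of Table S7 called as DEGs was 125 at 12 h, 66 at 24 h, 69 at 48 h, 153 at 96 h and 160 at 336 h. They were 103 up and 22 down, 54 and 12, 44 and 25, 141 and 12, and 132 and 28, and adjusted over the list alone 69 and 32 at 48 h with the others the same. After quantile normalization they were 80 and 39, 39 and 18, 33 and 24, 93 and 19, and 87 and 46. At 48 h the number up was 17, 17 and 18 without control replicate 1, 2 or 3, 21 and 23 without 48 h replicate 1 or 2, and 101 without 48 h replicate 3. The number down was 11, 11 and 10, 15 and 16, and 44 in the same order. Whether the numbers of DEGs differ between time points was not tested as such.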

Heatmap analyses of the LN condition time series (Figure 7b) revealed that the number of differentially expressed TFs at 96 h and 336 h was significantly higher than in the early stages, indicating substantial TF activation during the later stress phases. Further analysis revealed 33 genes consistently upregulated at all time points, belonging to the NAC, AP2/ERF, bHLH, WRKY, MYB, and TIFY families. In contrast, 11 genes were consistently downregulated at all time points, belonging to the bHLH, AP2/ERF, SBP, MYB, and bZIP families. 

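Higher expression at all 5 time points was called for 16 TF genes, and for 10 without control replicate 3 or after quantile normalization. They were 5 AP2/ERF genes, 4 NAC genes described as JUNGBRUNNEN 1, 3 MYB genes, 3 WRKY genes and 1 HSF gene. The AP2/ERF gene Potri.006G138800, named ERF018 in Table S8, had the largest rise of any gene at 96 h, with log2 fold changes of 5.74, 3.02, 3.96, 6.57 and 2.37. It had 0.264 ± 0.212 FPKM in the control and 118 ± 6.01 at 96 h (SD, n = 3; adjusted p = 1.9e-08, limma with Benjamini-Hochberg adjustment). The others were ERF017 (Potri.006G138700), ERF110 (Potri.018G047300), Ethylene-responsive transcription factor 4 (Potri.001G397200) and 1A (Potri.003G081200), Heat stress transcription factor B-3 (Potri.006G049200), MYB12 (Potri.003G144200), MYB108 (Potri.008G101400) and Potri.010G099600, and WRKY24 (Potri.006G105300), WRKY33 (Potri.016G128300) and WRKY75. Genes among these that the paper does not name in its text were picked after their values were seen.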

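Lower expression at all 5 time points was called for 4 MYB genes of Table S7. PHL5B (Potri.016G047900) had log2 fold changes of −2.02, −1.61, −1.81, −3.11 and −4.38, and the neighbouring PHL5A (Potri.016G048000) had −2.77, −3.57, −3.89, −4.70 and −4.66, with 56.6 ± 5.51 FPKM in the control and 1.27 ± 0.116 at 336 h (SD, n = 3). The call of PHL5A at 48 h was lost without control replicate 1 or 3 (adjusted p of 0.052 and 0.051, limma with Benjamini-Hochberg adjustment). MYB59 (Potri.010G064000) had −2.95, −2.97, −3.36, −2.72 and −3.49, and MYB51A (Potri.008G089200) had −2.20, −2.07, −1.94, −2.28 and −2.37. MYB51A fell from 267 fragments over the 3 control libraries to 0 at 336 h, at least 89.0-fold lower against a floor of 3 fragments over the group.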

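Table S8 of the paper names 10 TF genes with higher and 10 with lower expression. Of the former, 9, 6, 4, 9 and 6 were called up at 12, 24, 48, 96 and 336 h, where 9, 6, 5, 9 and 6 passed the filter. After quantile normalization 9, 4, 4, 5 and 6 were called up, and with all 18 libraries in 1 fit 5, 4, 5, 5 and 4. ERF018, ERF110 and ERF017 (Potri.006G138700) were called up at all 5. The call of ERF110 at 48 h was lost without control replicate 1, 2 or 3 (adjusted p of 0.065 to 0.069), and that of the other ERF017 gene (Potri.006G218200, 1 fragment in the control) also without 48 h replicate 1 or 2 (adjusted p of 0.057 to 0.083), both by limma with Benjamini-Hochberg adjustment. ERF109 had 4.29 at 48 h (adjusted p = 0.074, limma with Benjamini-Hochberg adjustment) and 5.85 with a call without 48 h replicate 3. TIFY 5A had 0 fragments in the control, and its FPKM at 12, 24, 48, 96 and 336 h was at least 28.4-fold, 9.74-fold, 1670-fold, 21.6-fold and 4.67-fold higher than a floor of 3 fragments over the group. At 48 h TIFY 5A and TIFY 10B were below the filter, since replicate 3 had 0.2 and 0.244 FPKM where replicates 1 and 2 had 156 and 161, and 175 and 180. Of the 10 with lower expression, 9, 7, 8, 7 and 9 were called down, where 9 passed the filter at each time point. After quantile normalization 9, 8, 8, 8 and 9 were called down, and with all 18 libraries in 1 fit 9, 7, 9, 7 and 9. ILR3 had −2.18 at 48 h (adjusted p = 0.087, limma with Benjamini-Hochberg adjustment) and, without 48 h replicate 3, −3.03 and a call. The calls at 48 h of bZIP1, RAP2.3, SBP6 and ORG2 were lost without control replicate 1, 2 or 3 (adjusted p of 0.051 to 0.12, limma with Benjamini-Hochberg adjustment), and those of SBP6 without 48 h replicate 1 (0.053) and of ORG2 without 48 h replicate 1 or 2 (0.1 and 0.078) as well. ORG2 was called at 24 h without 24 h replicate 2 (−1.0).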

To identify the most responsive candidates, we listed the top 10 most significantly upregulated and downregulated TFs based on their expression fold change in Table S8, which includes genes from the MYB, ERF, and bHLH families. To address the evolutionary conservation of nitrogen signaling, we analyzed the expression patterns of *P. ussuriensis* homologs of the key *A. thaliana* TGA transcription factors *AtTGA1* and *AtTGA4*. 

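The paper's Table S7 places TGA1A (Potri.005G082000) on chromosome 5 from 6040084 to 6045966, TGA1B (Potri.007G085700) on chromosome 7 from 11114652 to 11120572 and TGA4 (Potri.007G079900) on chromosome 7 from 10391735 to 10394027. The genome version of these positions is not named in the paper's text. TGA1A had 79.9 ± 4.48 FPKM in the control and 40.0 ± 2.27, 46.1 ± 1.5, 38.4 ± 15.5, 44.6 ± 0.846 and 31.1 ± 1.2 at 12, 24, 48, 96 and 336 h (SD, n = 3). Its log2 fold changes were −0.98, −0.78, −1.11, −0.83 and −1.34. TGA1B had 111 ± 2.0 FPKM in the control and 51.4 ± 24.0 to 66.7 ± 1.98 under LN conditions (SD, n = 3), with −0.98, −0.73, −1.19, −0.85 and −0.98. TGA4 had 21.3 ± 1.02 FPKM and 8.74 ± 1.24 to 13.1 ± 1.9 (SD, n = 3), with −0.85, −0.66, −1.25, −0.84 and −1.20. All 15 values were thus negative, and the adjusted p was 7.4e-05 or lower for the 3 genes at 12 and 96 h, 0.0013 or lower at 24 h and 1.9e-05 or lower at 336 h (limma with Benjamini-Hochberg adjustment). Past the fold limit as well were TGA1A at 48 and 336 h, TGA1B at 48 h and TGA4 at 336 h. Quantile normalization, with −1.06 and −1.05, added TGA1A and TGA1B at 12 h and lost both at 48 h (adjusted p of 0.051 and 0.055, limma with Benjamini-Hochberg adjustment). At 12 h TGA1A was also called without control replicate 2 (−1.02) or 12 h replicate 1 (−1.03) and TGA1B without 12 h replicate 1 (−1.02). The calls at 48 h of TGA1A (adjusted p = 0.041, limma with Benjamini-Hochberg adjustment) and TGA1B (0.048) were lost without any 1 of the control replicates or 48 h replicates 1 and 2 (adjusted p of 0.12 to 0.16, limma with Benjamini-Hochberg adjustment). TGA4 at 48 h had an adjusted p of 0.061 (limma with Benjamini-Hochberg adjustment) and, without 48 h replicate 3, −1.66 and a call.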

Under LN stress, all identified homologs—*TGA1A* (Potri.005G082000), *TGA1B* (Potri.007G085700), and *TGA4* (Potri.007G079900)—exhibited significant downregulation across all time points (12, 24, 48, 96, and 336 h), with Log_2_(FoldChange) values being consistently negative (Table S7). 

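The libraries of 336 h were also compared with those of 12 h directly. Between these time points TGA1A fell by 0.35 on the log2 scale (standard error 0.0704, adjusted p = 0.003, limma with Benjamini-Hochberg adjustment) and TGA4 by 0.35 (standard error 0.112, adjusted p = 0.027), while TGA1B did not differ beyond the spread between replicates (standard error 0.0679, adjusted p = 0.99). From 12 to 24 h, TGA1A and TGA1B rose by 0.20 and 0.25 (adjusted p of 0.031 and 0.011, limma with Benjamini-Hochberg adjustment).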

Notably, the suppression became more pronounced after 336 h of prolonged stress, suggesting a sustained repressive role of these TGA factors in the long-term adaptation to nitrogen limitation. Collectively, these results suggest that these TFs may play an important role in the complex regulatory network underlying *P. ussuriensis*’s response to low-nitrogen conditions.

### 3.9. Construction and Analysis of the N Metabolic Regulatory Network

This study employed a three-gene model-based GRN construction approach using the bottom-up GGM algorithm to reconstruct a putative GRN for N metabolism-associated DEGs from RNA-seq data (Figure 8). 

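MYB44B rose from 7.04 ± 0.544 FPKM in the control to 23.1 ± 2.57 at 336 h (SD, n = 3; log2 fold change 1.58, adjusted p = 3.4e-06, limma with Benjamini-Hochberg adjustment), and its values at 12, 24, 48 and 96 h were 0.18, 0.24, 0.18 and 0.65, under the fold limit. After quantile normalization the value at 12 h was −0.01. bHLH25 had 2.88 ± 0.617 FPKM in the control and 5.60 ± 0.215 at 12 h and 9.82 ± 4.83 at 48 h (SD, n = 3), with log2 fold changes of 0.78, 0.32, 1.37, 0.32 and 0.11 and no DEG call. At 48 h its adjusted p was 0.069 (limma with Benjamini-Hochberg adjustment), and without 48 h replicate 3 it was called with 1.82. At 96 and 336 h its sign changed under quantile normalization, to −0.02 and −0.19. NLP8 had 3.19 ± 0.391 FPKM in the control and 9.08 ± 0.999 at 336 h (SD, n = 3), where it was called up (1.27; 1.00 and not called after quantile normalization). At the earlier time points it had 0.24, 0.10, −0.22 and 0.52. NAC86 had log2 fold changes of 1.29, 0.53, 1.13, 1.05 and 1.54 and was called at all time points but 24 h. Its call at 48 h was lost without any 1 of the control replicates or 48 h replicates 1 and 2 (adjusted p of 0.053 to 0.11, limma with Benjamini-Hochberg adjustment) and without 48 h replicate 3 (0.90), and its call at 96 h without control replicate 3 (0.93) and after quantile normalization (0.72). WRKY28 had 0.91, 0.51, 0.52, 0.71 and 0.50 and no call, with adjusted p values of 4e-05 to 0.027 (limma with Benjamini-Hochberg adjustment). NAC47 had 1.42, 0.66, 1.01, 1.27 and 1.37 and was called at all time points but 24 h, at 48 h not without control replicate 1 (1.00), control replicate 2 (0.97) or 48 h replicate 3 (0.92), or after quantile normalization (0.93).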

The resulting hierarchical GRN comprises four tiers with 60 nodes and 858 regulatory edges, organized into three functional classes: top-layer transcriptional regulators such as the continuously upregulated *MYB44B* (Potri.017G017600) and the early upregulated *bHLH25* (Potri.009G081400) genes; signaling hubs for signal integration and transduction, including the multi-peak expressed *NLP8* (Potri.007G133400), the continuously upregulated *NAC86* (Potri.001G144400), and the continuously upregulated *WRKY28* (Potri.005G203200) genes; and functional executors that mediate N physiology. The functional executions include the following: seven NRTs: the late-upregulated *NPF3.1A* (Potri.006G033900), the continuously downregulated *NPF3.1C* (Potri.006G034000), the continuously upregulated *NPF3.1B*, the continuously downregulated *NPF3.1D*, the continuously downregulated *NPF7.3A* (Potri.001G145200), the continuously downregulated *NPF7.3B* (Potri.003G088800), and the multi-peak expressed *NPF7.3C* (Potri.014G179400) genes; three AMTs: the late-upregulated *AMT1;2A* (Potri.019G023600), the continuously upregulated *AMT1;2B*, and the continuously upregulated *AMT2;1* genes; a nitrite reductase: the continuously downregulated *NIRA* (Potri.004G140800) gene; four carbon–nitrogen balancing kinases: the continuously downregulated *SnRK1G1* (Potri.012G097000), the continuously downregulated *SnRK1β1* (Potri.001G220800), the continuously upregulated *SnRK1β2*, and the continuously downregulated *KIN10* (Potri.013G090800) genes; and one assimilation activator: the continuously downregulated *NLP7*. 

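Among the nitrate transporter genes, NPF7.3A had 136 ± 2.42 FPKM in the control and 25.0 ± 1.13 at 12 h (SD, n = 3), with log2 fold changes of −2.40, −0.79, −1.05, −0.96 and −0.74. NPF7.3B had 46.4 ± 1.02 FPKM in the control (SD, n = 3) and −2.41, −1.52, −2.15, −1.49 and −0.34, so that NPF7.3B was called lower at all time points but 336 h and NPF7.3A at 12 and 48 h. NPF7.3C was lower at 12, 24 and 96 h (−1.42, −1.05 and −1.05) and not called at 48 h (0.38, with 29.8 ± 17.8 FPKM, SD, n = 3) and 336 h (0.60). Without 48 h replicate 3 it was called up at 48 h (1.05). NPF3.1C had −0.45, −0.28, −1.66, −0.80 and −0.67, and its call at 48 h (adjusted p = 0.042, limma with Benjamini-Hochberg adjustment) was lost without any 1 of the control replicates or 48 h replicates 1 and 2 (adjusted p of 0.096 to 0.15, limma with Benjamini-Hochberg adjustment). NPF3.1A was below the filter, with 12 fragments over the 3 control libraries and 49 over those of 336 h (0.126 ± 0.00135 and 0.517 ± 0.144 FPKM, SD, n = 3). AMT1;2A, with 162 ± 4.84 FPKM in the control (SD, n = 3), was called lower at 12 h (−1.63). Its other values were 0.01, −0.95, 0.27 and −0.62, and at 48 h it was called without 48 h replicate 3 (−1.29). SnRK1β1 had −0.72, −0.83, −0.15, −0.78 and −1.73 and KIN10 −0.54, −0.13, −0.30, −0.54 and −1.75, both called lower at 336 h. At 48 h the value of SnRK1β1 was 0.16 without 48 h replicate 3, and not called. SnRK1G1 had −0.64, −0.84, −0.77, −1.01 and −0.96 and was called lower at 96 h. Without 96 h replicate 1 or control replicate 3 it had −0.99 there and no call, and without 48 h replicate 3 it was called at 48 h (−1.04). The regulatory edges between these genes were not analysed here.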

Gray edges between nodes represent predicted activation or suppression relationships, collectively defining a complex, highly interconnected transcriptional regulatory architecture governing N response pathways.

### 3.10. Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR) Validation

Twelve randomly selected genes were validated via RT-qPCR using *Actin* as the reference gene (Table S9). 

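The RT-qPCR values were not analysed here. In the sequenced libraries the 12 genes were among the less expressed in the control, where all 12 lay below the median of 4.93 FPKM and 11 below 1 FPKM. Their median was 9.5 fragments over the 3 control libraries, 10 of them had fewer than 40, and BGLU17, WBC11 and RLK had 0. For these 3 genes a ratio to the control is a lower bound against a floor of 3 fragments over the group. BGLU17 was at least 6.43-fold higher at 12 h and 9.0-fold at 336 h, WBC11 at least 5.07-fold and 9.67-fold, and RLK at least 5.07-fold and 4.67-fold. At 96 h BGLU17 and RLK had 2 and 3 fragments, which gives no bound above the floor.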

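The mean FPKM relative to the control was 52.4 ± 4.38 for CYP81D8, 50.6 ± 7.41 for MYB111, 40.9 ± 3.59 for MLP423, 34.5 for CYP87A2, 29.3 for ALD1, 28.3 for CEL2, 26.4 for SCL21, 25.5 for TPS-CIN and 20.6 for RNS1 at 12 h (SD of the LN libraries, n = 3, where given). At 336 h it was 4.92, 16.8, 9.82, 14.2, 9.35, 31.2, 9.45, 55.9 and 3.60 in the same order. At 24, 48 and 96 h it was 18.2, 9.93 and 3.11 for CYP81D8, 20.1, 15.4 and 12.8 for SCL21, 1.23, 2.61 and 6.73 for ALD1 and 5.71, 3.19 and 1.92 for TPS-CIN. The 48 h value of CYP81D8 has an SD of 10.4, since replicates 1, 2 and 3 had 0.61, 0.346 and 2.634 FPKM. The ratios rest on few fragments in the control, 4 for TPS-CIN, 6 for ALD1, 9 for MLP423 and 10 for CYP81D8, and single control libraries moved some of them. Without control replicate 3, CYP81D8 had 86.5 at 12 h and 8.13 at 336 h. ALD1 had 59.4 and 19.0 without control replicate 1, and 19.5 and 6.23 without control replicate 2. On the limma scale, with the pseudocount of 1, the fold change of CYP81D8 at 12 h was 6.53 and that of SCL21 19.7.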

The expression patterns matched those from the RNA-seq results (Figure 9), confirming data reliability.

## 4. Discussion

Nitrogen is an essential macronutrient for plant growth and development. Under LN conditions, plants modulate their root morphology to enhance nutrient acquisition and meet N demands, with lateral root development being subject to significant N-dependent regulation [42]. In this study, we systematically characterized the dynamic responses of *P. ussuriensis* to prolonged LN conditions, integrating phenotypic measurements with transcriptome profiling across six time points (0, 12, 24, 48, 96, and 336 h). Our findings reveal a temporally coordinated reprogramming of gene expression networks that underlie root system remodeling, N acquisition and redistribution, redox homeostasis, phytohormone signaling, and transcriptional regulation, collectively enhancing plant acclimation to sustained N limitation.

### 4.1. Root Plasticity as a Primary Adaptive Strategy Under Nitrogen Deprivation

Nitrogen deficiency imposes a strong selective pressure on plant root systems, often triggering developmental reprogramming to enhance N acquisition from the soil. In this study, we observed a temporally distinct pattern of biomass allocation in *P. ussuriensis* under LN conditions. No significant changes were detected in either shoot or root biomass within the first 24 h under LN conditions. However, by 48 h, shoot fresh weight and plant height began to decline significantly, and this suppression intensified with prolonged stress duration. In contrast, root fresh weight increased significantly after 48 h of LN conditions and continued to rise through 336 h. These findings suggest a shift in carbon allocation favoring root growth over shoot development, consistent with classical nutrient foraging strategies observed in other species. Similar molecular mechanisms have been reported in *P. tremula* × *P. alba*, where a carbon partitioning shift is driven by a multi-tiered regulatory network. At early stages (6–24 h) of LN conditions, signal transduction pathways are activated. Subsequently, during the intermediate phase (48–96 h), the specific upregulation of cell cycle genes and DNA replication-associated proteins directly promotes root meristem proliferation. Ultimately, the sustained expression of root development genes optimizes root system architecture [43].

Transcriptome profiling further revealed the time-dependent modulation of root development-related genes in *P. ussuriensis*. During early stress (12–24 h), rapid changes in expression suggested that the root system was actively sensing N limitations. By mid-stress stages (24–96 h), these early response genes either stabilized or declined, while a distinct set of genes involved in root morphogenesis were differentially expressed. Upon prolonged stress (336 h), gene expression patterns stabilized, indicating a transition to a new homeostatic state. Notably, sustained upregulation was observed throughout LN for the transcription factor gene *TCP9* regulating root development, along with *WRKY46* and *WRKY75*, which stimulate lateral root development (Table S5). This expression pattern is consistent with their core function in stress responses. In *A. thaliana*, *TCP9* has been demonstrated to enhance tolerance to cyst nematode infection by mediating root system architecture remodeling [44]. Under ammonium stress conditions, *WRKY46* represses *NUDX9* and IAA-conjugating genes to maintain auxin homeostasis, thereby reducing ammonium efflux and promoting growth in the root elongation zone [45]. Furthermore, *WRKY75* enhances nutrient absorption efficiency by activating lateral root and root hair formation [46]. The findings indicate that under LN conditions, genes related to root development in *P. ussuriensis* exhibit spatiotemporally specific expression patterns.

The root preferential biomass allocation strategy observed in this study is analogous to the response of the gramineous crop rice under mild nitrogen deficiency. However, it contrasts with the strategy employed in some leguminous plants [47]. For instance, soybeans under nitrogen deficiency tend to rely more on symbiotic nitrogen fixation with rhizobia rather than significantly altering their root biomass allocation [48]. Research indicates that the key for maize in coping with low-nitrogen stress lies in its ability to recruit and maintain beneficial *Oxalobacteraceae* bacteria through the secretion of rhizosphere flavonoids instead of solely depending on increased root biomass [49]. This plant–microbe interaction triggers a positive feedback loop initiated by flavonoid recruitment, directly optimizing the plant’s nitrogen uptake efficiency. These differences highlight the evolutionary divergence among different plant groups in responding to low-nitrogen environmental stress.

### 4.2. Dynamic Regulation of N Transport and Metabolic Genes

Nitrogen acquisition and metabolism in plants involve a tightly coordinated network of processes, including uptake, transport, assimilation, and remobilization [47]. Higher plants primarily acquire N in the form of inorganic ions through specialized transporters localized on root cell membranes, including NRTs and AMTs [50]. Based on the transcriptome analysis conducted on *P. ussuriensis* under LN conditions, a significant enrichment of N metabolism genes was observed at most time points, except at 24 h (Figure 5), indicating a dynamic and time-dependent regulatory landscape. Differential expression analyses of N uptake and transport genes revealed diverse and temporally resolved expression patterns across multiple NRT family members (Figure 6a), with some genes exhibiting sustained induction or repression throughout the stress period while others responded transiently at distinct time points, reflecting a sophisticated transcriptional mechanism for tuning N acquisition in response to fluctuating nutrient availability. Notably, members of the NRT1/PTR (NPF) subfamily demonstrated functional divergence: *NPF6.4* was persistently upregulated, suggesting a role in high-affinity nitrate uptake analogous to the dual-affinity transporter *AtNRT1.1* in *A. thaliana* [51]. In contrast, *NPF7.3A* was consistently downregulated, potentially serving as an energy-conserving adaptation by limiting low-affinity nitrate transport under nutrient deprivation [52]. Additionally, *NPF3.1D* was significantly upregulated at 336 h (Table S3), implicating its involvement in late-stage adaptive processes such as root architectural remodeling or nitrate redistribution during prolonged stress. Concurrently, high-affinity AMTs (*AMT1;2B* and *AMT2;1*) were constitutively upregulated, aligning with functional validations where the overexpression of *BcAMT1.2* in rapeseed enhanced growth under low NH_4_^+^ conditions by mediating ammonium transport [53]. The function of *AMT2;1* in *P. trichocarpa* has also been verified [54].

Under LN conditions, *SnRK1β2* senses declining ATP/sucrose levels, activating the SnRK1 kinase complex, which phosphorylates the core N signaling factor *NLP7*, thus directly suppressing its transcriptional activity and inducing the sustained downregulation of its target gene nitrate reductase (*NIA*). This inhibition conserves energy by reducing nitrate assimilation while optimizing N acquisition efficiency [55]. These findings suggest that *P. ussuriensis* may adapt to N-deficiency conditions through the multi-level synergistic regulation of transporter activity, metabolic reprogramming, and energy allocation.

These dynamic transcriptional responses reveal a multi-level survival strategy in *P. ussuriensis*. High-affinity transporters such as *AMT1;2B* and *NPF6.4* are rapidly and persistently upregulated. This ensures a baseline capacity for nitrogen acquisition even under nitrogen scarcity. Simultaneously, certain NPF family members, including *NPF3.1D*, experience induction or suppression at specific stages. This expression shift indicates a transition in the plant’s strategy from short-term nitrogen uptake to long-term nitrogen management. This process may involve root system remodeling and internal nitrogen reallocation. This precise gene-level coordination is centrally regulated by the SnRK1-NLP7 signaling module. The module functions to balance nitrogen acquisition with the plant’s carbon and energy status. In *P. ussuriensis*, nitrate assimilation is reduced through the suppression of the nitrate reductase gene (*NIA)*, thereby conserving energy. Simultaneously, transporter activity is finely tuned. These coordinated actions form a synergistic adaptation mechanism that significantly enhances plant survival under prolonged nutrient stress. The results demonstrate that *P. ussuriensis* adapts to low-nitrogen conditions through multi-level synergistic regulation. This adaptation involves a network that dynamically and coordinately controls transport, metabolism, and energy allocation. These findings provide important insights into the molecular basis of nitrogen economy in perennial woody plants.

### 4.3. Fine-Tuned Redox Regulation Mediates Stress Adaptation

Nitrogen deficiency induces the excessive accumulation of ROS, which function dually as oxidative-damaging agents and secondary stress-signaling messengers [24]. In *P. ussuriensis*, LN conditions trigger a temporally dynamic response in ROS-scavenging genes in roots, exhibiting three characteristic phases—transient activation during the early stage (12–24 h), sustained regulation at the intermediate phase, and differential expression in the late phase (96–336 h)—and emphasizing the spatiotemporal complexity of the antioxidant network (Figure 6b).

Notably, five GST DEGs and three POD DEGs demonstrate persistent upregulation throughout the stress duration (Table S4). Cross-species comparisons confirm the core adaptive role of ROS-scavenging systems. For example, *O. sativa* enhances oxidative tolerance by inducing antioxidant enzymes, such as SOD, POD, and CAT [25]. Likewise, *Beta vulgaris* coordinately upregulates glutathione pathway components such as GST and GGT3 to reinforce ROS detoxification capacities [56]. These findings indicate that N deficiency activates the ROS-scavenging system in *P. ussuriensis*, protecting root cells from oxidative damage and thereby playing an important role in plant adaptation to LN conditions.

### 4.4. Hormonal Crosstalk Orchestrates Developmental and Metabolic Adjustments

Under LN conditions, phytohormones coordinate root development and NUE through a temporally regulated network, with signaling pathways significantly enriched at 12, 48, 96, and 336 h (Figure 5). *P. ussuriensis* roots exhibit a tri-phasic dynamic pattern of phytohormone-related gene expression, culminating in the establishment of a complex hormonal network supporting long-term adaptation (Figure 6d). Notably, 48 consistently upregulated DEGs across multiple hormone signaling pathways were identified (Table S6). The sustained upregulation of key genes within this network underscores their critical role. Particularly, the concerted induction of ethylene biosynthetic genes *ACS2* and *ACO1* suggests an enhancement of ethylene synthesis, while the activation of gibberellin-responsive genes *GASA1* and *GASA12* implies a role for gibberellin signaling. Collectively, these findings demonstrate that *P. ussuriensis* orchestrates long-term N stress adaptation through the temporally dynamic multi-stage regulation of phytohormone pathway gene expression. The coordinated action of key players, such as those in the ethylene and gibberellin pathways, provides foundational molecular insights into the hormonal mechanisms underlying prolonged N limitation tolerance.

### 4.5. Transcription Factor Networks Enable Stress Reprogramming

Under LN conditions, TFs function as core regulatory elements in plant stress responses, with their expression levels significantly increasing as stress duration extends to 96 and 336 h, indicating enhanced transcriptional activity during the later stages of stress. These differentially expressed TFs primarily belong to the MYB, AP2/ERF, bHLH, NAC, WRKY, B3, and bZIP families (Figure 7a). These TFs coordinate adaptive responses through synergistic regulation of downstream genes. For instance, heterologous expression in the rice of the foxtail millet (*Setaria italica*) R2R3-MYB TF gene *SiMYB30* demonstrated that the *SiMYB30* protein can directly bind to the proteins of the rice genes *OsGOGAT2*, *OsNRT1.1B*, and *OsNPF2.4* to activate their expression, thereby improving NUE in transgenic rice plants [57]. Concurrently, NAC and WRKY families regulate N transport and stress defense targets [58,59].

This study identified 44 core TFs, including 33 significantly upregulated and 11 significantly downregulated factors across eight families: NAC, AP2/ERF, bHLH, WRKY, MYB, TIFY, SBP, and bZIP. This persistent downregulation presents an intriguing contrast to the known role of their *A. thaliana* counterparts as positive regulators of the nitrate response. This discrepancy may suggest a species-specific functional divergence, where these TGA homologs in *P. ussuriensis* act as negative regulators to fine-tune the balance between growth and stress response under prolonged nitrogen deprivation. Alternatively, their repression could be part of a feedback mechanism to modulate the activity of other signaling pathways. This finding highlights the complexity and context-dependency of transcriptional regulation in nutrient stress adaptation. The coexistence of opposing regulatory polarities within key families (e.g., AP2/ERF, bHLH, MYB) confirms that TFs from different families play a central role in the complex regulatory network of *P. ussuriensis* in response to LN conditions, mediating the plant’s adaptation through precise synergistic regulatory mechanisms.

### 4.6. Structural Framework of N Metabolism GRN Reveals Transport-Centric Regulation

We constructed a putative GRN for DEGs associated with N metabolism. This network encompasses 21 gene families, including 14 classes of TFs (e.g., continuously upregulated *MYB44* and early upregulated *bHLH25*), 3 transporter families (NPF, AMT, and NRT), and 4 metabolic regulators (e.g., SnRK1, NLP). Analyses of expression dynamics revealed distinct transcriptional patterns among key regulators: signaling hubs such as *NLP8* showed multi-peak oscillations, while *NAC86* and *WRKY28* were continuously upregulated. Functional transporters also exhibited divergent responses. For instance, *AMT1;2A* was upregulated at later time points, whereas *NPF7.3B* and *NPF7.3C* were continuously downregulated. Notably, the NPF and AMT families collectively accounted for 42% of the network components, highlighting the pivotal role of N transport in this regulatory architecture. The predicted GRN provides a structural framework for investigating the molecular mechanisms underlying plant N response and assimilation. However, this proposed regulatory network remains hypothetical and requires further experimental validation through techniques such as using ChIP-seq, DAP-seq, EMSA, and Y1H assays to confirm the predicted interactions. The identified key gene functions from this transcriptome data provide a foundation for the subsequent cultivation of transgenic plants resistant to low-nitrogen condition.

## 5. Conclusions

This study aims to elucidate the response mechanism of *P. ussuriensis* root systems to LN conditions through phenotypic analysis and RNA-seq. Phenotypic observations revealed that after 48 h of LN conditions, WT in vitro plantlets exhibited a synergistic response characterized by increased root biomass and suppressed shoot growth. This phenotype intensified over time, indicating preferential resource allocation to roots. Transcriptome analysis identified 8289 DEGs, with significant expression differences in genes associated with N metabolism pathways, ROS scavenging pathways, root development pathways, and phytohormone signaling pathways. Focusing on the N metabolism pathway, a GRN for DEGs was constructed using a three-gene model framework. Network analysis revealed that multiple LN stress TFs, such as *NAC47* (Potri.019G031400), *NAC86*, and *MYB111*, mediate central regulatory roles in the N metabolism pathway: These TFs integrate upstream signals and coordinate plant adaptive responses to LN stress by activating downstream genes involved in uptake, transport, and assimilation. Collectively, temporal transcriptomics and N metabolism networks elucidate the regulatory complexity underlying *P. ussuriensis* root adaptation to sustained LN conditions across developmental stages.

## Figures and Tables

**Figure 1:**
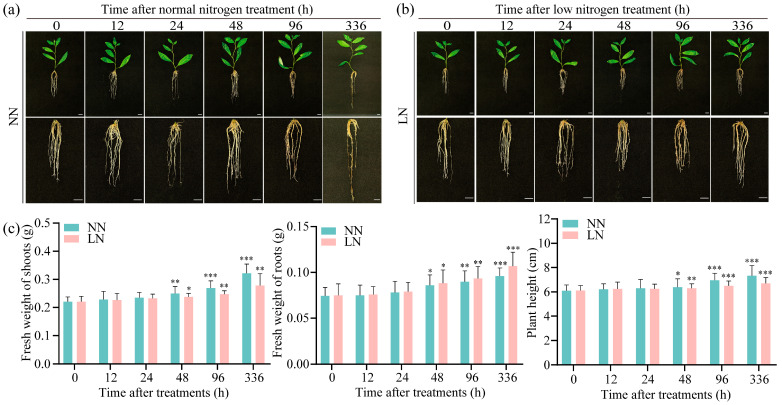
Analysis of growth morphology under normal nitrogen (NN) and low-nitrogen (LN) conditions. (**a**) The wild-type (WT) in vitro plantlets of *Populus ussuriensis* (*P. ussuriensis*) under NN conditions at 0, 12, 24, 48, 96 and 336 h, respectively, the scale bar is 1 cm; (**b**) The WT in vitro plantlets of *P. ussuriensis* under LN conditions for 0, 12, 24, 48, 96 and 336 h, respectively, the scale bar is 1 cm; (**c**) The bar charts comparing fresh weight of shoots, fresh weight of roots and plant height of the WT in vitro plantlets under NN and LN conditions at 0, 12, 24, 48, 96 and 336 h. Green bars represent NN, and pink columns represent LN conditions. Each treatment used 15 plants. *, ** and *** represent significant differences between LN and the NN conditions determined by Student’s *t*-test at *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively.

**Figure 2:**
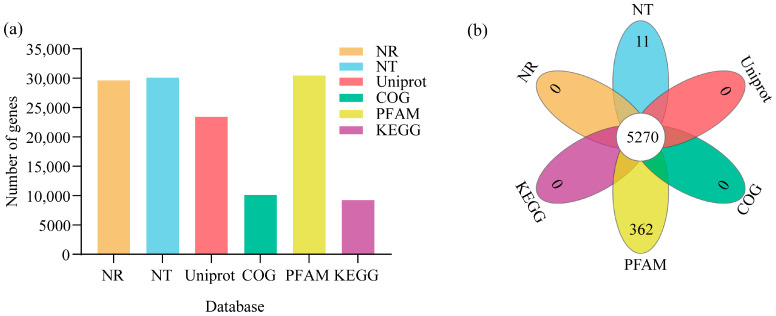
Transcriptome sequencing and annotation. (**a**) The number of gene annotations in different databases. The bar chart illustrates the number of genes annotated in the six databases, Sequence Database (Nr), Nucleotide Sequence Database (Nt), Universal Protein Database (Uniprot), Cluster of Orthologous Groups of proteins (COG), Protein family and domain classification database (Pfam), and Kyoto Encyclopedia of Genes and Genomes (KEGG). The x-axis labels the different databases, and the y-axis shows the number of genes annotated. (**b**) The Venn illustrates overlapping gene annotations across the six databases, NR, NT, UniProt, COG, PFAM, and KEGG.

**Figure 3:**
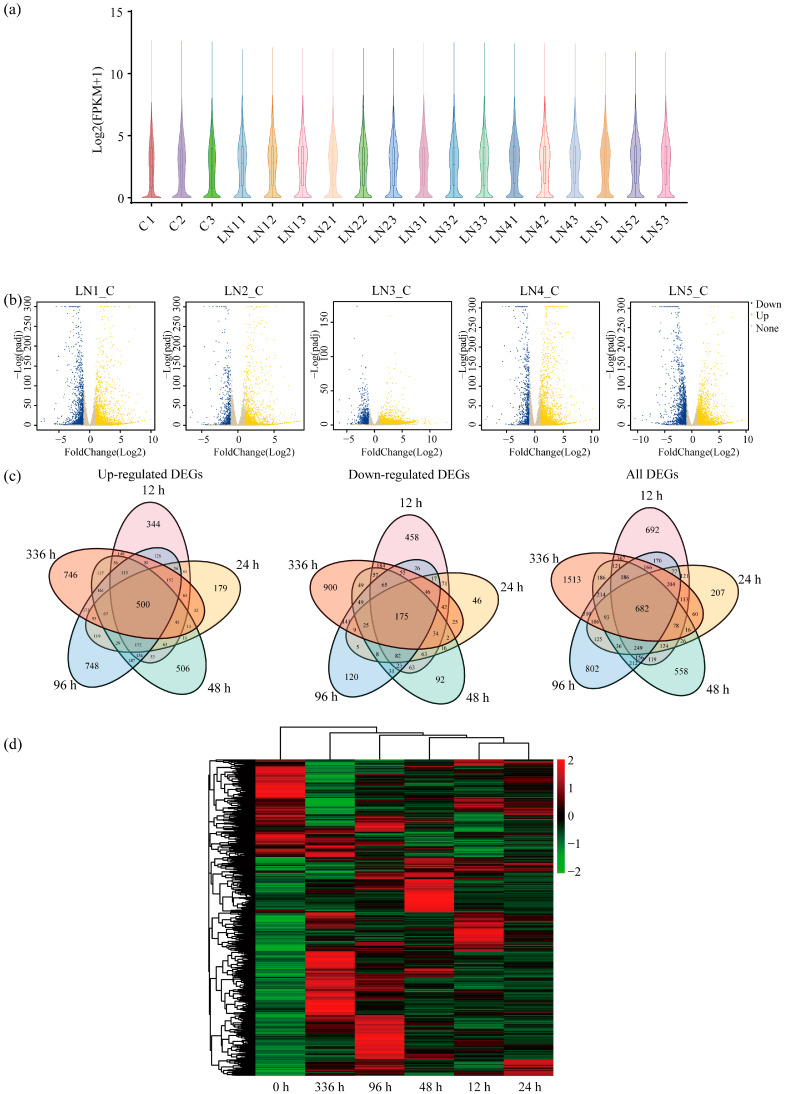
Identification and analysis of differentially expressed genes (DEGs) under normal nitrogen (NN) and low-nitrogen (LN) conditions. (**a**) The violin plot shows the distribution of gene expression. The x-axis indicates sample names, including three biological replicates for the control (C1-C3) and LN conditions at different time points (LN11-LN13 for 12 h, LN21-LN23 for 24 h, LN31-LN33 for 48 h, LN41-LN43 for 96 h, LN51-LN53 for 336 h), and the y-axis indicates the log_2_(FPKM + 1) values. The width of the violin represents gene density. (**b**) Volcano plots displaying DEGs for the five biological replicates (LN1_C to LN5_C, representing LN condition for 12, 24, 48, 96 and 336 h versus the control). The x-axis represents the log_2_(fold change) in gene expression, and the y-axis represents the −log_10_(*p*-value). Yellow dots denote upregulated genes, blue dots denote downregulated genes, and grey dots denote non-significant genes. (**c**) The Venn diagram analysis of upregulation, downregulation, and all DEGs at different time points (12, 24, 48, 96, and 336 h) under LN conditions versus control (0 h). (**d**) The heatmap of hierarchical clustering analysis of DEGs under LN conditions at different time points (12, 24, 48, 96, and 336 h). The x-axis indicates time points, and the y-axis represents genes. Red indicates upregulated expression and green indicates downregulated expression.

**Figure 4:**
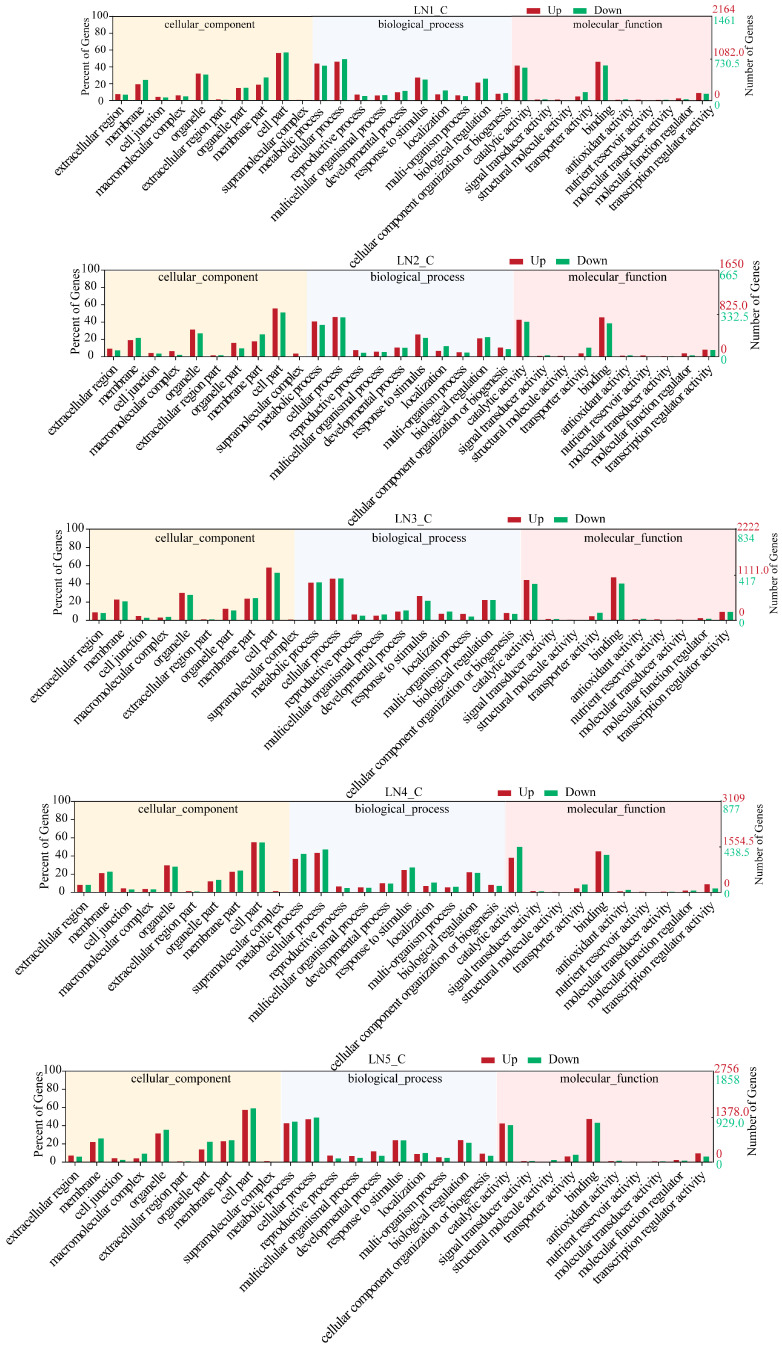
Gene Ontology (GO) enrichment analysis of wild-type (WT) plants under low-nitrogen (LN) conditions at different time points. The figure shows the distribution of differentially expressed genes (DEGs) at five different stress time points (LN1_C to LN5_C, representing LN condition for 12, 24, 48, 96 and 336 h versus the control) in three GO categories: Cellular Component, Biological Process, and Molecular Function. The left y-axis shows the percentage of DEGs relative to the total DEGs count. The right y-axis shows the number of DEGs. Red bars represent the percentage (left y-axis) and quantity (right y-axis) of the upregulated DEGs. Green bars represent the percentage (left y-axis) and quantity (right y-axis) of downregulated DEGs. Background colors distinguish the three GO categories.

**Figure 5:**
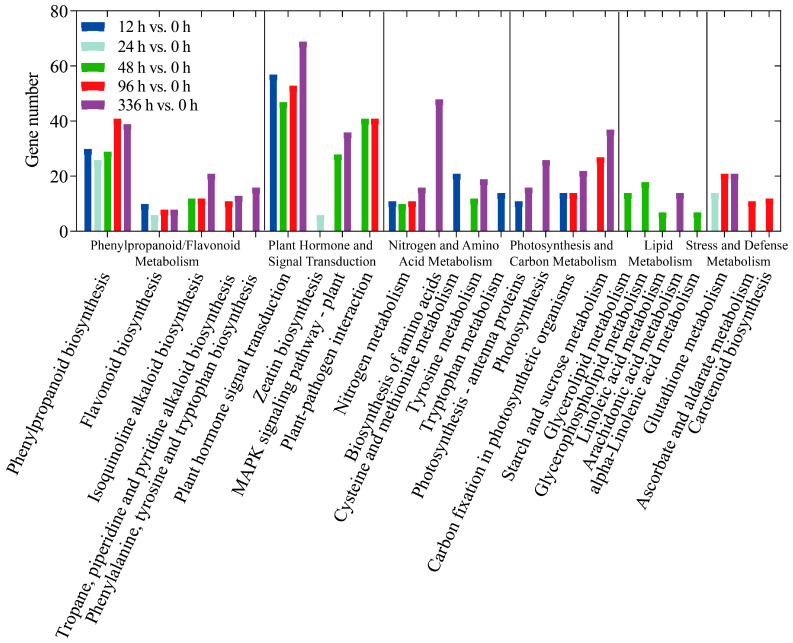
The classification of differentially expressed genes (DEGs) based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in transcriptome analysis. The x-axis represents KEGG metabolic pathways, which are grouped by their biological functions for clearer interpretation, such as Phenylpropanoid/Flavonoid Metabolism and Plant Hormone and Signal Transduction, and the y-axis represents the number of DEGs. The bars represent the distribution of DEGs under low-nitrogen conditions at different time points (12, 24, 48, 96 and 336 h) compared to the control group (0 h), with the following color code: dark blue for 12 h versus 0 h, light green for 24 h versus 0 h, green for 48 h versus 0 h, red for 96 h versus 0 h, and purple for 336 h versus 0 h.

**Figure 6:**
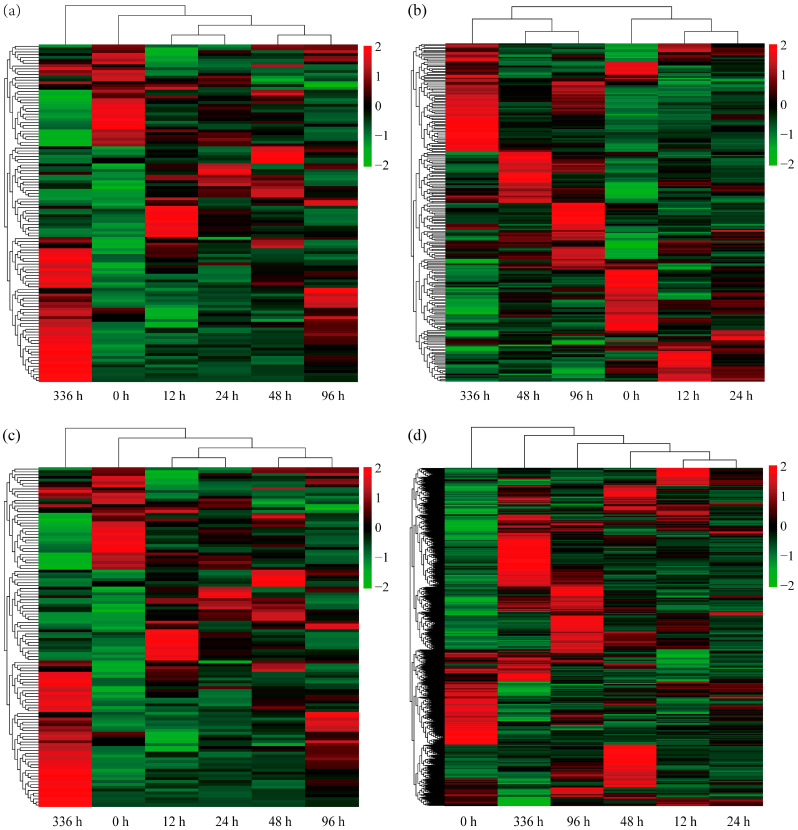
Heatmaps of differentially expressed genes (DEGs) in response to low-nitrogen (LN) conditions at different time points (0, 12, 24, 48, 96 and 336 h). (**a**) The clustering analysis of the expression patterns of DEGs related to nitrogen (N) metabolism under LN conditions at different time points. The x-axis represents time points, and the y-axis represents genes. Red indicates upregulated expression and green indicates downregulated expression. (**b**) The clustering analysis of the expression patterns of DEGs related to ROS scavenging under LN conditions at different time points. The x-axis represents time points, and the y-axis represents genes. Red indicates upregulated expression and green indicates downregulated expression. (**c**) The clustering analysis of the expression patterns of DEGs related to roots development under LN conditions at different time points. The x-axis represents time points, and the y-axis represents genes. Red indicates upregulated expression and green indicates downregulated expression. (**d**) The clustering analysis of the expression patterns of DEGs related to phytohormone under LN conditions at different time points. The x-axis represents time points, and the y-axis represents genes. Red indicates upregulated expression and green indicates downregulated expression.

**Figure 7:**
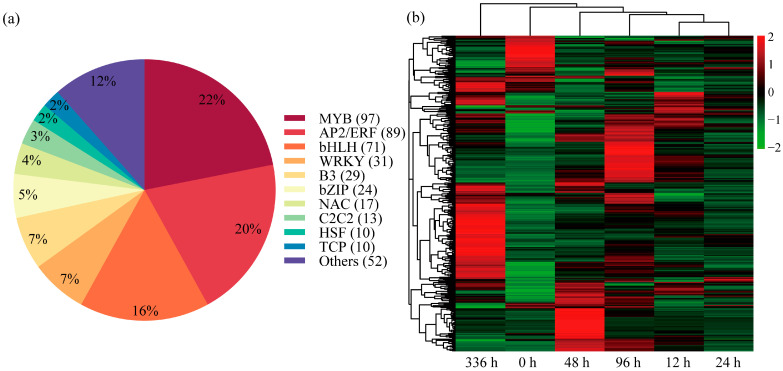
Analysis of transcription factors. (**a**) Composition and quantity of differentially expressed transcription factor families in the transcriptome of *Populus ussuriensis* under low-nitrogen (LN) conditions. (**b**) The heatmap of hierarchical clustering of transcription factor expression patterns across LN conditions time points. The horizontal axis represents time points, the vertical axis represents transcription factors, and colors indicate relative expression levels (red for upregulation; green for downregulation).

**Figure 8:**
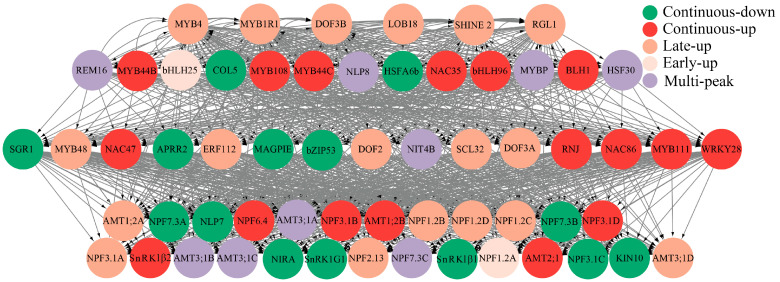
The construction of the nitrogen metabolism-related gene regulatory network in *Populus ussuriensis*. Circular nodes in the figure represent key genes involved in the nitrogen metabolism process of *P. ussuriensis* with gray connecting lines indicating regulatory relationships between genes, where the arrows point to the downstream genes. The hierarchical arrangement of nodes reveals the regulatory hierarchy, with each color representing a distinct layer, reflecting the complex transcriptional regulation and signaling network within the nitrogen metabolism pathway of *P. ussuriensis*.

**Figure 9:**
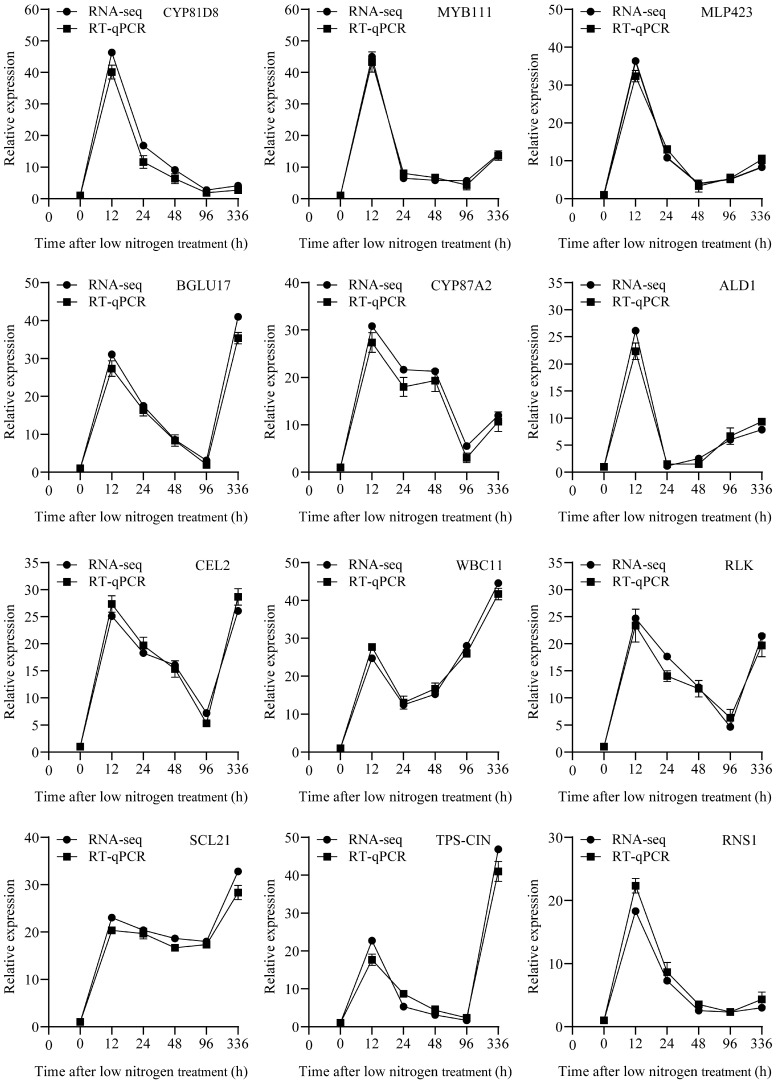
Real-time quantitative polymerase chain reaction (RT-qPCR) of different transcription factors under low-nitrogen conditions. The line graph presents the results of verifying the relative expression levels of 12 genes at different time points (0, 12, 24, 48, 96 and 336 h) using RNA sequencing and RT-qPCR assay. Each subpanel corresponds to the expression pattern of a specific gene. The black dots represent the RNA-seq data, and the black squares represent the RT-qPCR data. *Actin* served as the internal control. The experiment was performed with three biological replicates, values are mean ± SD (*n* = 3).

## Data Availability

The raw sequence read from Illumina RNA sequencing has been uploaded to the GEO database (GEO accession: GSE306270).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology14101448/s1, Table S1: Data filtering of the RNA sequencing in *Populus ussuriensis*; Table S2: Mapping rate between RNA sequencing in *Populus ussuriensis* and reference genome; Table S3: DEGs related to nitrogen in *Populus ussuriensis* under low-nitrogen condition; Table S4: DEGs related to ROS in *Populus ussuriensis* under low-nitrogen condition; Table S5: DEGs related to root development in *Populus ussuriensis* under low-nitrogen condition; Table S6: DEGs related to phytohormone in *Populus ussuriensis* under low-nitrogen condition; Table S7: Transcription factors response to low-nitrogen stress in *Populus ussuriensis*; Table S8: The top 10 most significantly upregulated and downregulated transcription factors in response to ​low nitrogen stress in *Populus ussuriensis*; Table S9: Primer design of Real-time quantitative PCR.

## Abbreviations

The following abbreviations are used in this manuscript:

GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genome
DEG	Differential gene expression
N	Nitrogen
ROS	Reactive oxygen species
POD	Peroxidase
CAT	Catalase
GST	Glutathione S-transferase
SOD	Superoxide dismutase
TF	Transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

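RNA was sequenced from roots of in vitro plantlets of P. ussuriensis, in 3 libraries of the control at 0 h and 3 libraries each at 12, 24, 48, 96 and 336 h after transfer to LN medium. The authors' labels give the condition, the time and the replicate number of all 18 libraries. The labels also list a time point of which no library is held. Nothing in the sources used here states that replicates of the same number share a plant or a batch.

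According to the paper's methods, reads were mapped to the P. trichocarpa genome and DEGs were called by the authors with DESeq2 at an absolute log2 fold change of at least 1 and an adjusted p under 0.05. The deposited values are FPKM for 30485 genes. Since every value is within 0.001 of a whole number of fragments for 1 gene length and 1 library total, the fragments, the gene lengths (median 1707 bp) and the totals were recovered from them. The totals ranged from 15945075 to 18193661 fragments (median 17401559), with a ratio of 1.14 between the highest and the lowest. In simulated data with known fragments, the recovery was correct for 99.51% of 30289 genes and for 99.96% of values.

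Each LN time point was compared with the control on its own 6 libraries with limma 3.58.1 in R 4.3.3, on log2(FPKM + 1), over genes with at least 1 FPKM in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment over the genes tested and the paper's thresholds. The libraries of 24 h and of 336 h were compared with those of 12 h in the same way, which makes 7 comparisons. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9. Where a group has fewer than 10 libraries and no model across genes was fitted, exact permutation tests were used. A fold change against a group at 0 was given as a lower bound against a floor of 3 fragments over the group. Limits from numbers of fragments cover counting error only.

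The tests, the list of genes to be named and the main alternatives were fixed before the data were examined. The genes to be named were those the paper names with an identifier, the 20 TFs of its Table S8, at each time point the DEG with the largest rise and the DEG with the largest fall among genes with a mean of at least 5 FPKM over the 6 libraries and no overlap between groups, and 2 lists of 8 genes, 1 of clock genes and 1 of jasmonate-related genes. Values in the paper's tables count as seen, and both lists of 8 genes were made from these tables. Alternatives for the DEGs were a pseudocount of 0.1, no filter on low values, quantile normalization, limma with a trend of the variance, all 18 libraries in 1 fit, the replicate number as a block, each library left out in turn, an adjusted p under 0.01 and no limit on the fold change. For the expression level they were the genes at 1 FPKM or more in at least 3 libraries and the mean of the log values, and for relative expression the limma fold change and each library left out. Added after the data were seen were limma-voom on the recovered fragments, over genes with at least 10 fragments in at least 3 of the 6 libraries, scaled by library totals or by median ratios, and the ratio of fragments scaled by median ratios.

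The steps were tested on simulated data with 200 changed genes per comparison. The changed genes had a mean of at least 1 FPKM in the reference group and changes past the fold limit, and all other genes were unchanged. Limma called 91.5%, 89.8%, 76.5%, 91.4% and 93.4% of the changed genes that passed the filter at 12, 24, 48, 96 and 336 h, and limma-voom with median-ratio scaling 97.5%, 96%, 73.5%, 98.5% and 96.5%. Overlap between time points was set beside 20 simulations of unchanged groups that share the control libraries, and the lists of 8 genes beside 10000 random lists drawn from the 200 genes nearest in expression to each member. The random lists were planned over all genes. Since both lists of 8 were made from the paper's tables, where changed genes stand, random lists were also drawn from the 1147 genes of these tables, a choice made after the data were seen. Percentiles are given for both.

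The RT-qPCR values, the phenotypes, the enrichment of gene sets and the regulatory network were not analysed here. Of Table S6, 385 of 724 genes are held, and no set test was run on a table held in part. No reference genome was used, and positions of genes are those of the paper's Table S7.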

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

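All tests of explanations in this part were chosen after the result was seen. The comparisons of 336 h with 12 h and the choice of the genes with the largest changes were planned.

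The first kind of result is a difference between time points, tested as such. The clock gene LHY has 2 copies, and both were lower than the control at 12 h and higher at 336 h. Potri.002G180800 had log2 fold changes of −1.82 at 12 h and 1.72 at 336 h, and differed between these time points by 3.54 (standard error 0.09, adjusted p = 1.4e-07, limma with Benjamini-Hochberg adjustment). Potri.014G106800 had −2.33 and 1.46 and differed by 3.79 (standard error 0.083, adjusted p = 6.5e-08, limma with Benjamini-Hochberg adjustment). Scaling to library totals is argued against, since 0 of the LHY calls were lost under quantile normalization or limma-voom with median-ratio scaling. The time of day at sampling is open in part. The median absolute difference of the 8 clock genes between 336 h and 12 h was 0.93, at percentile 99.9 of random lists over all genes and 71 of random lists from the paper's tables, and all 8 were higher at 336 h. Between 24 h and 12 h it was 0.94 (percentiles 100 and 99.7). The 12 h time point is the only one that is not a multiple of 24 h after the control, so for the change from 0 h to 12 h (median 0.88, percentiles 99.9 and 54.1) the time of day cannot be told apart from the time under LN conditions. The time of day as the hours after transfer give it is argued against for the change from 0 h to 336 h, which share it, since 5 of the 8 clock genes were called there. Their median absolute difference from 0 h was 1.34 at 336 h (percentiles 100 and 81.2), 0.21 at 24 h (58.4 and 1.4) and 0.29 at 96 h (68.9 and 0.6). At 48 h it was 0.33 for the mean of all 3 libraries, which go different ways, 0.92 for the mean of replicates 1 and 2 (99.4 and 39.5) and 0.48 for replicate 3 (98 and 40.2). At 336 h the GIGANTEA copies lay below the control (−0.9 and −0.69) while LHY lay above it. The hour at which each group was taken is not given in the sources used here, so another hour at 336 h, the N supply and the age of the plantlets stay open and untested.

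The second kind is a signal in genes that the paper's tables as held do not list, where Table S6 is held with 385 of 724 genes, so whether the missing part lists them is not known. They were found as the largest rise or fall of a time point among DEGs with a mean of at least 5 FPKM over the 6 libraries and no overlap between groups. The gene with the largest fall at 12 h had −5.12, from 329 ± 11.0 FPKM to 8.5 ± 0.0151 (SD, n = 3). Potri.007G120400 rose at 24 h by 5.24, from 0.708 ± 0.145 FPKM to 63.3 ± 2.44 (SD, n = 3). Potri.011G041300 had −5.07 at 24 h, −5.23 at 48 h and −5.62 at 96 h, from 54.9 ± 5.19 FPKM (SD, n = 3) and 676 fragments in the control to 9, 9 and 2 fragments. Its length is 237 bp, and with so few fragments the fitted values depend on the pseudocount. The gene with the largest rise at 48 h within these limits had 4.65, from 2.44 ± 0.215 FPKM to 91.1 ± 36.5 (SD, n = 3). At 336 h Potri.007G100100 had 6.16, from 0.501 ± 0.16 FPKM to 106 ± 8.62, and Potri.006G245900 had −6.03, from 140 ± 6.0 FPKM to 1.15 ± 0.0873 (SD, n = 3).

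For these changes, scaling to library totals is argued against, since 0 calls were lost under the scaling alternatives, and so is 1 library of 6 as the cause, since 0 calls were lost with each library left out. Each call was kept in 14 of 14 alternatives. The time of day at sampling as the whole cause is argued against for 4 of the 6 genes, which were not chosen at 96 h and were called there in the same direction under each of 14 alternatives, where the clock list had a median absolute difference of 0.29. Potri.007G120400 lost its call at 96 h with all 18 libraries in 1 fit (adjusted p = 0.19, limma with Benjamini-Hochberg adjustment). Potri.011G041300 was chosen at 96 h. At 24 h, where the clock list had a median absolute difference of 0.21, Potri.007G120400 had 60.6 to 65.4 FPKM against 0.59 to 0.87 in the control. Potri.011G041300 had 0 to 1.32 FPKM at 24 h against 49.3 to 59.5 in the control. Both genes were chosen at 24 h, but differences of this size argue against the time of day as the whole cause for them too. How much the time of day adds at the other time points, reads shared between near-identical genes, N supply and time since transfer stay open and untested.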

How the results depend on the processing

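The alternatives with limma-voom and with median-ratio scaling were chosen after the data were seen, and the others were planned. For the changes below the cause was not tested, apart from those that follow from how the alternative is built, such as a stricter threshold. The planned edgeR quasi-likelihood test on recovered reads was not run, and the alternatives planned for deposited counts do not apply to FPKM. No DEG of a time point was called in the other direction there under any of 14 limma or limma-voom alternatives. Values of named genes that were not called took another sign in 28 cases over 16 values, the largest of them 0.32, among them bHLH25 at 96 and 336 h after quantile normalization (−0.02 and −0.19) and SnRK1β1 at 48 h without 48 h replicate 3 (0.16). The larger of the numbers up and down changed in some comparisons. At 48 h, 647 up and 487 down became 465 and 563 after quantile normalization and 717 and 738 under limma-voom with median-ratio scaling, and at 336 h 1931 and 948 became 1259 and 1290 after quantile normalization. Between 12 and 336 h, 1191 higher and 1103 lower at 336 h became 1069 and 1196 after quantile normalization and 1204 and 1216 without 336 h replicate 2. Limma with a trend moved none of 32 DEG counts by more than 1.5 times, for example 647 to 653 up at 48 h. For the named genes, 385 values were set beside 5388 alternative values, of which 5101 kept the call, 105 gained it, 182 lost it and none was called the other way.

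Without a limit on the fold change, 9932 genes were up and 4686 down at 12 h, 7149 and 3694 at 24 h, 1843 and 1262 at 48 h, 9690 and 4110 at 96 h, and 11086 and 3917 at 336 h. Then 21701 were called at any time point, 16924 up at any, 8007 down at any, 1135 up at all 5, 682 down at all 5, and 3230 up at 1 time point and down at another.

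Limma-voom with library totals gave 2628 up and 1032 down at 12 h, 1878 and 540 at 24 h, 3793 up at 96 h and 3580 up at 336 h, with 8137 at any time point, 6158 up at any, 2185 down at any, 388 up at all 5 and 206 in both directions. It gave 5 genes up at all 5 for Table S3, 5 down at all 5 for Table S4, 90 called for Table S5 with 2 down at all 5, and 26 up at all 5 for Table S7. Between 12 and 24 h it gave 716 higher and 617 lower at 24 h, and 2279 were higher at 336 h than at 12 h.

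Limma-voom with median-ratio scaling gave 1433 down at 12 h, 1620 up and 669 down at 24 h, 738 down at 48 h, 2980 up and 858 down at 96 h, and 1836 down at 336 h, with 7547 at any time point, 2901 down at any, 168 down at all 5 and 205 in both directions. For the lists it gave 4 up at all 5 in Table S3, 10 down at all 5 in Table S4, 93 called and 3 down at all 5 in Table S5, and 10 down at all 5 in Table S7. It gave 807 higher and 539 lower at 24 h than at 12 h, and 2043 higher and 1800 lower at 336 h than at 12 h.

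A pseudocount of 0.1 gave 1475 up at 24 h, 2976 up at 96 h, 338 up at all 5, 131 in both directions, 4 up at all 5 in Table S3, 538 higher and 459 lower at 24 h than at 12 h, and 1799 higher at 336 h than at 12 h. Quantile normalization gave 909 down at 12 h, 1233 up at 96 h, 1259 up at 336 h, 135 up at all 5, and for up at all 5 in Tables S3, S4, S5 and S7 0, 6, 2 and 10, with 6 down at all 5 in Table S4. An adjusted p under 0.01 gave 332 up and 309 down at 48 h, 135 up at all 5, and 0, 6 and 2 up at all 5 in Tables S3, S4 and S5. All 18 libraries in 1 fit gave 1308 up at 48 h and 2 up at all 5 in Table S3. No filter on low values gave 0 up at all 5 in Table S3. With the replicate number as a block, 2 genes of Table S5 were up at all 5. The deviations from the group mean, correlated across genes between libraries of the same replicate number in 2 groups, gave r of −0.15 to 0.1 over 21 such values, so the replicate numbers do not pair the libraries.

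With each library left out in turn, 312 to 1928 genes were up and 287 to 973 down at 48 h. For counts over several time points, each control library was left out in turn, or the replicate of the same number from all 5 LN groups at once. Then 124 to 230 genes were up at all 5 and 55 to 132 in both directions. In the lists, 0 to 4 genes of Table S3, 5 to 11 of Table S4, 2 to 3 of Table S5 and 10 to 14 of Table S7 were up at all 5. The highest numbers at 48 h came without 48 h replicate 3, and the lowest without 1 of the control libraries.

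The difference in expression level over genes at 1 FPKM or more was 0.188 at 12 h, 0.133 at 24 h and 0.219 at 96 h, and with the mean of the log values it was 0.142, 0.103 and 0.193, and 0.183 at 336 h.

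The limma fold change at 12 h was 6.53 for CYP81D8, 10.2 for MYB111, 9.85 for MLP423, 5.59 for CYP87A2, 2.11 for ALD1, 8.73 for CEL2, 19.7 for SCL21 and 10.8 for RNS1, and at 336 h 3.9 for MYB111, 2.86 for MLP423, 2.8 for CYP87A2, 9.43 for CEL2, 7.08 for SCL21, 3.16 for TPS-CIN and 2.3 for RNS1. It is smaller than the ratio of FPKM because of the pseudocount. With median-ratio scaling the ratio at 12 h was 46.4 for CYP81D8, 36.4 for MLP423, 30.7 for CYP87A2, 25.1 for CEL2, 23.4 for SCL21 and 18.3 for RNS1, and at 336 h 4.12 for CYP81D8, 11.9 for CYP87A2, 7.89 for ALD1, 46.7 for TPS-CIN and 3.02 for RNS1. With each library left out, the ratio at 12 h was 38.9 to 86.5 for CYP81D8, 35.1 to 48.7 for MLP423, 24.9 to 49.8 for CYP87A2, 19.5 to 59.4 for ALD1, 26.2 to 32.1 for CEL2, 23.5 to 31.3 for SCL21, 22.6 to 34.1 for TPS-CIN and 18.5 to 23.6 for RNS1. At 336 h it was 3.65 to 8.13 for CYP81D8, 10.2 to 20.5 for CYP87A2, 6.23 to 19.0 for ALD1, 49.5 to 74.6 for TPS-CIN and 3.22 to 4.13 for RNS1. Depth limits these ratios, since 10 of the 12 genes had fewer than 40 fragments over the 3 control libraries.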

Differences from the paper's values

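For each value, the alternatives set before the data were examined that come within 1.5 times the paper's value are named, and the others of these do not. Values under limma-voom belong to an alternative chosen after seeing the values.

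Over all time points, the paper's number of DEGs is 8289 and 4987 were found here. It is reached with a pseudocount of 0.1 (6897) or without replicate 3 of every LN group (6043), and under limma-voom, chosen after seeing the values (8137 with library totals, 7547 with median-ratio scaling). The paper's number up is 5544 against 3622 here, reached with a pseudocount of 0.1 (5138), without control replicate 1 (3696), without replicate 3 of every LN group (4418) or with all 18 libraries in 1 fit (3868), and under limma-voom (6158 and 4851). The paper's number down is 2979 against 1426 here, reached by none of the alternatives set beforehand, and under limma-voom (2185 and 2901). For genes up at all 5 time points the paper's number is 500 against 208 here, reached with a pseudocount of 0.1 (338) and under limma-voom with library totals (388). For genes down at all 5 it is 175 against 100 here, reached with quantile normalization (122) and under limma-voom (126 and 168).

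At single time points the paper's number up at 96 h is 3111 against 1912 here, reached with a pseudocount of 0.1 (2976) and under limma-voom (3793 and 2980). The paper's number down at 12 h is 1461 against 602 here, reached by none of the alternatives set beforehand and under limma-voom (1032 and 1433), and at 336 h 1858 against 948 here, reached with quantile normalization (1290) and under limma-voom (1310 and 1836). Read by eye in Fig. 3c, the paper's number up is about 2200 at 12 h against 1428 here, reached with a pseudocount of 0.1 (2139), without control replicate 1 (1494) or 12 h replicate 1 (1486) and under limma-voom (2628 and 2034). In Fig. 3c it is about 1700 at 24 h against 977 here, reached with a pseudocount of 0.1 (1475) and under limma-voom (1878 and 1620), and about 2200 at 48 h against 647 here, reached without 48 h replicate 3 (1928) and with no limit on the fold change (1843). The numbers down in Fig. 3c, read by eye, are about 670 at 24 h against 321 here, reached by none of the alternatives set beforehand and under limma-voom (540 and 669), about 830 at 48 h against 487 here, reached with a pseudocount of 0.1 (580), quantile normalization (563), without 48 h replicate 3 (973), with all 18 libraries in 1 fit (622) and under limma-voom (645 and 738), and about 880 at 96 h against 429 here, reached with quantile normalization (640) and under limma-voom (622 and 858).

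For the gene lists, the paper's number of DEGs in Table S5 is 107 against 53 here, reached by none of the alternatives set beforehand and under limma-voom (90 and 93), and in Table S7 443 against 276 here, reached with a pseudocount of 0.1 (324), without replicate 3 of every LN group (305) and under limma-voom (375 and 387). For TFs up at all 5 time points the paper's number is 33 against 16 here, reached with a pseudocount of 0.1 (22) and under limma-voom with library totals (26). For TFs down at all 5 it is 11 against 4 here, reached under limma-voom with median-ratio scaling only (10). Counted in the paper's Table S7, the TFs down at 12 h are 60 against 22 here, reached under limma-voom only (41 and 57). At 24 h they are 96 up against 54 here (78 with a pseudocount of 0.1, 96 and 86 under limma-voom) and 34 down against 12 here (23 with a pseudocount of 0.1, 27 and 30 under limma-voom). At 48 h the paper's table has 153 up against 44 here, reached by no alternative, and 47 down against 25 here (44 without 48 h replicate 3, 34 with all 18 libraries in 1 fit, 34 and 39 under limma-voom). At 96 h it has 31 down against 12 here (30 under limma-voom with median-ratio scaling only), and at 336 h 204 up against 132 here (165 with a pseudocount of 0.1, 204 and 184 under limma-voom) and 69 down against 28 here (46 with quantile normalization, 64 under limma-voom with median-ratio scaling).

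The relative expression of SCL21 at 336 h is about 33 in Fig. 9, read by eye, and 9.45 here, and no alternative reaches it (7.08 to 11.2).

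The paper's log2 fold changes in Tables S3 to S7 lie close to those of the recovered fragments with median-ratio scaling, with a median difference of at most 0.0001 and a range from the 5% to the 95% quantile of −0.005 to 0.008 at the widest, which was seen after the values. Limma-voom with that scaling did not call all of the paper's own DEGs. Of the paper's 62, 33, 44, 58 and 68 in Table S3 at the 5 time points it called 56, 31, 25, 53 and 61, and limma on log2(FPKM + 1) called 40, 26, 20, 37 and 50. Of 102, 71, 88, 129 and 136 in Table S4 it called 98, 70, 51, 123 and 133, of 48, 25, 35, 54 and 61 in Table S5 39, 25, 16, 48 and 60, and of 202, 130, 200, 231 and 273 in Table S7 181, 109, 84, 209 and 247. The p column for 12 h in the paper's Tables S3 to S7 is 0 in every entry, also for genes not called there, and was not used here.

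From its violin plots the paper describes a lower expression level at 48, 96 and 336 h, with a wider spread at 48 and 96 h and a more concentrated distribution at 336 h. Here the median of log2(FPKM + 1) was higher than in the control at these time points, by 0.117, 0.275 and 0.267, and the SD across genes was lower, with 1.944, 1.913 and 1.922 against 1.971 in the control, at 336 h in the direction the paper describes. The paper describes NLP7 as rising in its results and as falling in its network, and here it was lower than the control at every time point (−0.25 to −1.66). The paper describes a sustained rise of NPF6.4, NPF3.1B, NPF3.1D, AMT1;2B, AMT2;1 and SnRK1β2. Here NPF6.4 was called up at 12 and 336 h, NPF3.1B at all time points but 96 h, NPF3.1D at 336 h, AMT2;1 at 48 and 96 h and SnRK1β2 at 96 and 336 h, and AMT1;2B was below the filter. The paper's tables mark NPF6.4 at all 5 time points, NPF3.1B at 12 and 48 h, NPF3.1D at 336 h, AMT1;2B at 96 and 336 h, AMT2;1 at 48 h and SnRK1β2 at all but 24 h, and the calls here include those of NPF3.1B, NPF3.1D and AMT2;1. Limma-voom with median-ratio scaling, chosen after seeing the values, called NPF6.4 at all 5 (2.55 to 4.32) and AMT1;2B at 96 and 336 h (2.69 and 2.49), and lost NPF3.1B at 24 and 336 h (0.97 and 0.98) and AMT2;1 at 96 h (0.99). Quantile normalization lost NPF6.4 at 12 h (0.82), NPF3.1B at 24 h (0.95), NPF3.1D at 336 h (0.86), AMT2;1 at 96 h (0.89) and SnRK1β2 at 96 h (0.79). A pseudocount of 0.1 also called AMT2;1 at 12 h (1.01, as without control replicate 3) and SnRK1β2 at 12 and 48 h (1.14 and 1.03), as did limma-voom with library totals (1.02, 1.17 and 1.06), and SnRK1β2 was called at 12 h without 12 h replicate 1 (1.00). For NPF3.1D, placed among falling genes in the network, no value here was below the control.

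The paper counts 5 GST and 3 POD genes as rising at all time points. Here GST23A, GST23B, GSTU17, GSTU45, POD4 and PODN1 were called at all 5, GSTU8 at all but 24 h (1.00, with a call without control replicate 2, 24 h replicate 1 or 24 h replicate 2, with a pseudocount of 0.1 (1.41), and under limma-voom, chosen after seeing the values (1.47 and 1.37)) and POD19 at 96 and 336 h (with calls at 12 and 24 h as well under limma-voom with median-ratio scaling, 1.93 and 2.55). Limma-voom lost GSTU8 at 48 h (adjusted p of 0.096 with library totals and 0.13 with median-ratio scaling, Benjamini-Hochberg adjustment) and GSTU17 at 48 h (0.061 and 0.083), and quantile normalization lost GSTU17 at all 5 time points (0.67 to 0.99), GSTU8 at 48 h (adjusted p = 0.072, limma with Benjamini-Hochberg adjustment) and POD19 at 96 h (0.99). The paper names TCP9, WRKY46 and WRKY75 as rising throughout, and here WRKY75 was called at all 5, TCP9 at 336 h and WRKY46 at 12 and 96 h (at 24 and 336 h as well under limma-voom with median-ratio scaling, 1.25 and 1.56, and at 336 h with a pseudocount of 0.1, 1.61). Quantile normalization lost TCP9 at 336 h (0.88), WRKY46 at 12 h (0.9) and WRKY75 at 96 h (0.77). For TGA1A, TGA1B and TGA4 the paper describes a fall, and here all were lower throughout, with calls for TGA1A at 48 and 336 h, TGA1B at 48 h and TGA4 at 336 h. Limma-voom with median-ratio scaling called all 3 at 12, 48, 96 and 336 h (−1.02 to −1.61), and quantile normalization called TGA1A and TGA1B at 12 h (−1.06 and −1.05) and lost both at 48 h (adjusted p of 0.051 and 0.055, limma with Benjamini-Hochberg adjustment). Without 12 h replicate 1 (−1.03 and −1.02), and for TGA1A without control replicate 2 (−1.02), they were called at 12 h as well, and TGA4 was called at 48 h without 48 h replicate 3 (−1.66). In its network the paper places MYB44B, NAC86 and WRKY28 among genes with a lasting rise. Here MYB44B was called at 336 h, NAC86 at all time points but 24 h (not at 96 h after quantile normalization, 0.72), and WRKY28 at none (1.16 at 12 h with a call under limma-voom with median-ratio scaling, and 1.28 and 1.03 at 12 and 96 h with a pseudocount of 0.1). An early rise of bHLH25 was not called here (0.78 at 12 h), and it was called at 48 h without 48 h replicate 3 (1.82) or with all 18 libraries in 1 fit. Among genes with a lasting fall the paper places NPF3.1C, NPF7.3A, NPF7.3B, NIRA, SnRK1G1, SnRK1β1 and KIN10. Here NIRA was called lower at all time points but 24 h, NPF7.3B at all but 336 h, NPF7.3A at 12 and 48 h, NPF3.1C at 48 h, SnRK1G1 at 96 h, and SnRK1β1 and KIN10 at 336 h. Limma-voom with median-ratio scaling added NPF7.3A at 96 and 336 h (−1.14 and −1.0), NPF3.1C at 96 h (−1.02) and SnRK1G1 at 336 h (−1.24), where quantile normalization called SnRK1G1 too (−1.03), and without 48 h replicate 3 it was called at 48 h (−1.04). For AMT1;2A the paper describes a late rise, and here it was higher at 96 h (0.27) and lower at 336 h (−0.62), both under the fold limit. For NPF3.1A it describes a late rise as well, and here it was below the filter (1.61 at 336 h with a call under limma-voom with median-ratio scaling).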

Other observations

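All tests of explanations in this part were chosen after the result was seen.

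At 48 h, replicate 3 lies apart from replicates 1 and 2. Of 23297 genes, 2627 differed by 1 or more on the log2 scale, and 2716 after thinning the 3 libraries of 48 h to 8366247 fragments each. After thinning, replicates 1 and 2 differed in 43 genes, which argues against a lower depth of 1 library. An exchange of 2 libraries between groups is argued against, since 0 of the other libraries had their closest library in another group, and a replicate of another sampled group under the wrong label is argued against too, since its highest r with a library of another group was 0.978 and the lowest within the other groups is 0.989. The library it lies closest to is of LN 24 h, and its r with all 3 libraries of LN 24 h was 0.977 to 0.978, against 0.89 with its own group. It differed from the mean of LN 24 h by 1 or more in 293 genes, against 2627 for its own group. Replicate 3 from 1 pool of roots with replicates 1 and 2 is argued against, with a chi-square per gene of at least 76.4 between them, where replicates of the other groups had at most 5.96. What stays open are a sample from outside the groups held, untested, roots taken at another time of day and a jasmonate response in replicates 1 and 2 only. The labels list a time point of which no library is held, so replicate 3 could not be compared with it. The clock list and the jasmonate-related list differed between replicate 3 and the other two by a median of 1.28 and 4.77 on the log2 scale, at percentiles 91.3 and 100 of random lists from the paper's tables, and both at 100 over all genes. Both lists were chosen from those tables with the values of 48 h seen, so these percentiles do not decide either explanation. TIFY 10B had 175 and 180 FPKM in replicates 1 and 2 and 0.244 in replicate 3. Why 48 h differs was not tested further, and no library was left out of the main results for it.

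Replicates other than 48 h replicate 3 lie close together, with a chi-square per gene of 1.59 between the closest. For these, whether 3 libraries of 1 pool of roots were made cannot be told apart from 3 pools that vary little, since no value here decides it. In other splits of the 6 libraries of each comparison, 1 of 10 gave as many DEGs, the grouping by condition itself, at 12, 24, 48, 96 and 336 h and between 12 and 24 h and 12 and 336 h, and no other split gave any DEG. With 10 splits the smallest share that can be reached is 0.1, so the splits alone cannot exclude chance. Simulated unchanged groups that share the control libraries gave 0.15 DEGs on average at any time point, but they varied by the spread between replicates only and hold no shift between samplings.

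More DEGs were up than down at 96 h (81.7%). Scaling to library totals, a few genes taking many of the fragments and gene length are argued against, with 65.8% up after quantile normalization, 78.6% without the 100 most abundant genes in the totals and 80.4% as the lowest share over 3 groups of gene length. At 336 h (67.1%), a few abundant genes and gene length are argued against in the same way (62.3% and 64.3%), but scaling to library totals stays open, with 49.4% up after quantile normalization. No biological explanation was tested.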
